# Population-level antagonism between FGF and BMP signaling steers mesoderm differentiation in embryonic stem cells

**DOI:** 10.1242/bio.059941

**Published:** 2023-08-17

**Authors:** Marina Gattiglio, Michelle Protzek, Christian Schröter

**Keywords:** Epiblast stem cells, Germ layer differentiation, Fibroblast growth factor signaling, Mesoderm patterning, Signaling network, Single-cell RNA sequencing

## Abstract

The mesodermal precursor populations for different internal organ systems are specified during gastrulation by the combined activity of extracellular signaling systems such as BMP, Wnt, Nodal and FGF. The BMP, Wnt and Nodal signaling requirements for the differentiation of specific mesoderm subtypes in mammals have been mapped in detail, but how FGF shapes mesodermal cell type diversity is not precisely known. It is also not clear how FGF signaling integrates with the activity of other signaling systems involved in mesoderm differentiation. Here, we address these questions by analyzing the effects of targeted signaling manipulations in differentiating stem cell populations at single-cell resolution. We identify opposing functions of BMP and FGF, and map FGF-dependent and -independent mesodermal lineages. Stimulation with exogenous FGF boosts the expression of endogenous Fgf genes while repressing Bmp ligand genes. This positive autoregulation of FGF signaling, coupled with the repression of BMP signaling, may contribute to the specification of reproducible and coherent cohorts of cells with the same identity via a community effect, both in the embryo and in synthetic embryo-like systems.

## INTRODUCTION

During the development of multicellular organisms, precursor cells for specialized organs need to differentiate in reproducible proportions and in spatially coherent domains. Although the main cell-cell communication systems that drive and coordinate differentiation in cell populations have been identified, how these systems interact in signaling networks is still not well understood.

The mesoderm encompasses precursor cells for important organ systems, such as the blood, vasculature, heart, kidney, limbs and the musculoskeletal system. In the mouse, the mesodermal precursor cells for these organ systems are specified during gastrulation from the pluripotent epiblast, a cup-shaped epithelium that is surrounded by extraembryonic tissues such as the extraembryonic ectoderm (ExE) and the visceral endoderm (Fig. 1A). Precursors of different mesoderm subtypes are found in distinct regions of the pre-gastrulation epiblast (Tam and Behringer, 1997) and traverse the primitive streak, the site of gastrulation, at different times. Cells from the proximal epiblast close to the ExE, for example, gastrulate first and will preferentially give rise to extraembryonic mesoderm and blood, followed by precursors of the heart and head mesoderm. In contrast, the paraxial and axial mesoderm, which encompasses precursor cells of the musculoskeletal system, arises later in more distal parts of the embryo (Fig. 1A; Ferretti and Hadjantonakis, 2019). Cell differentiation in the epiblast is thought to be governed by a system of signaling gradients, mainly generated by the extraembryonic cells that surround the epiblast (Arnold and Robertson, 2009; Tam and Loebel, 2007). The ExE, for example, expresses BMP4 ligands that establish a proximal-to-distal phosphorylation gradient of the BMP signal transducer SMAD1/5 (Arnold and Robertson, 2009; Morgani et al., 2018a; Winnier et al., 1995; Zhang et al., 2019). BMP signaling promotes the differentiation of proximal, but not distal, mesoderm subtypes from pluripotent stem cells (Manfrin et al., 2019; Morgani et al., 2018a), consistent with a proposed role for the BMP signaling gradient in mesoderm patterning in the embryo (Tam and Loebel, 2007). The BMP signaling gradient is complemented by gradients of Wnt and Nodal signaling that promote the differentiation of more distal mesoderm and endoderm, respectively. The Wnt and Nodal gradients are established through a combination of localized ligand expression on the posterior side of the embryo, together with the secretion of signaling antagonists from the anterior visceral endoderm (AVE) at the embryo's anterior side (Arnold and Robertson, 2009; Stower and Srinivas, 2018).

**Fig. 1.**
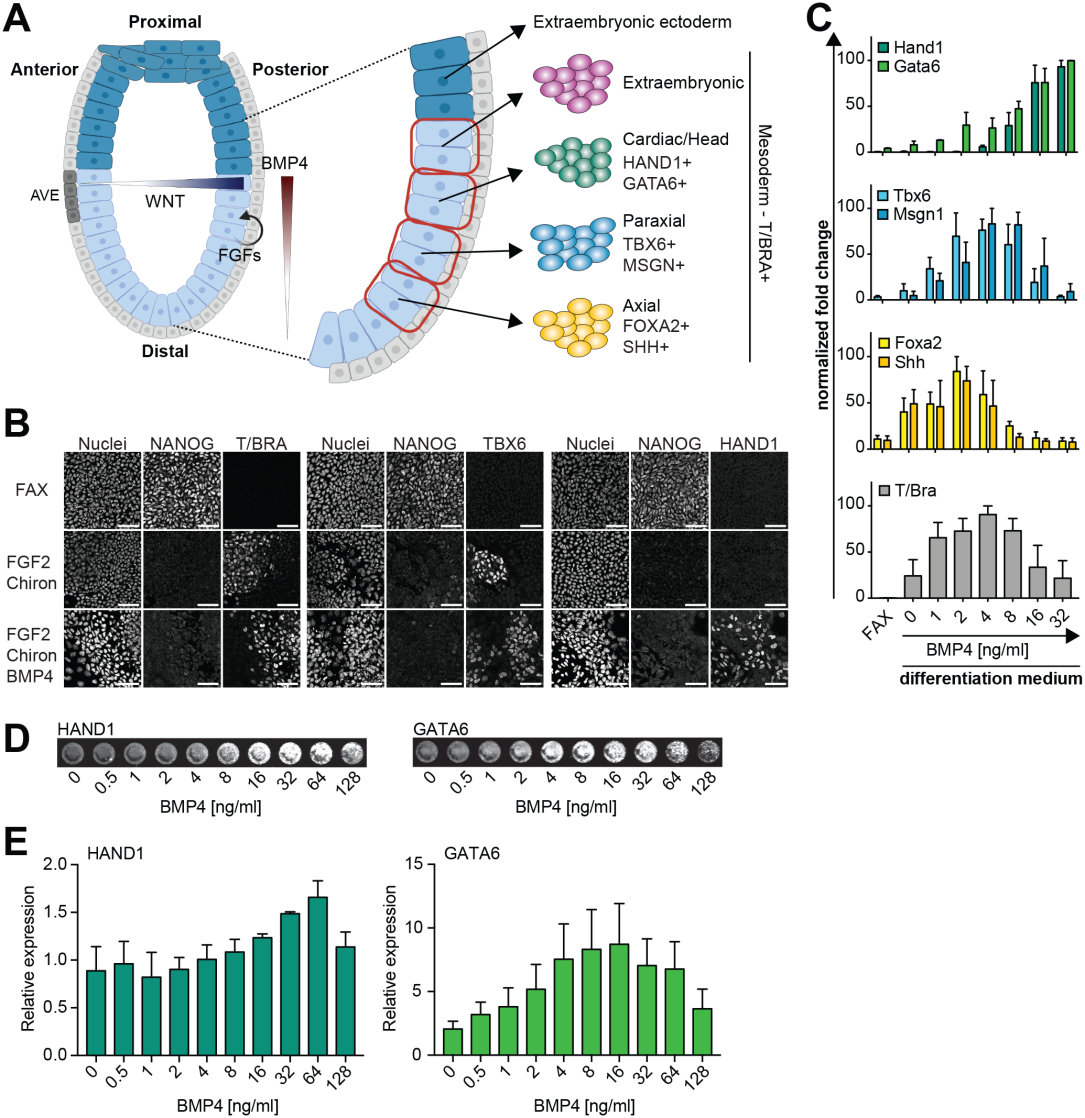
**Concentration-dependent functions of BMP4 during mesoderm differentiation *in vitro*.** (A) Schematic of signaling systems in the mouse embryo before gastrulation (left) and fate map of epiblast cells in the pre-gastrulation embryo (right). Marker genes for mesodermal subtypes are indicated. AVE, anterior visceral endoderm. Created with BioRender.com. (B) Immunostaining for NANOG, T/BRA, TBX6 and HAND1 of EpiSCs in FAX medium (top), or differentiated with 12 ng/ml FGF2 and 1 µM Chi in the absence (middle) or presence (bottom) of 8 ng/ml BMP4. Nuclei were stained with Hoechst33342. Scale bars: 50 μm. (C) qPCR analysis of mesoderm markers in EpiSCs differentiated with a BMP4 concentration series in the presence of 12 ng/ml FGF2 and 1 µM Chi. Measurements were normalized in each individual experiment by setting the highest expression value for each marker to 100. Plots show mean±s.e.m. from *n*=3 independent experiments. (D) Representative images from In-Cell Western detection of HAND1 and GATA6 in cells differentiated as in C. (E) Quantification of marker expression in the In-Cell Western experiment. Data for each marker and experiment were normalized to a negative control cultured without FGF and BMP. Error bars indicate s.e.m. from *n*=3 independent experiments.

In addition to these three graded signaling systems, cell differentiation and patterning in the mesoderm critically relies on fibroblast growth factor (FGF) signaling. FGF signaling is most active in the primitive streak and the nascent mesoderm (Morgani et al., 2018b), mirroring the expression of *Fgf8*, *Fgf4*, *Fgf3* and *Fgf17* ligand genes in this region (Crossley and Martin, 1995; Maruoka et al., 1998; Niswander and Martin, 1992). Loss of FGF signaling in *Fgfr1*- and *Fgf8*-mutant embryos impairs cell migration and leads to the accumulation of cells in the primitive streak (Ciruna and Rossant, 2001; Deng et al., 1994; Sun et al., 1999; Yamaguchi et al., 1994). Furthermore, although some proximal mesoderm forms in these mutants, the differentiation of more distal cell types, such as the paraxial mesoderm, is defective (Ciruna and Rossant, 2001; Deng et al., 1994; Sun et al., 1999; Yamaguchi et al., 1994). In human embryonic stem cells in contrast, FGF signaling has been proposed to be generally required for efficient mesoderm differentiation in cooperation with BMP signaling, since BMP4 treatment in the absence of FGF leads to the differentiation of extraembryonic cell types (Bernardo et al., 2011; Yu et al., 2011). It is thus an open question as to exactly which mesodermal cell types are FGF dependent, how FGF signaling is integrated with other signals present during mesoderm differentiation, and how this integration contributes to mesoderm patterning.

In recent years, *in vitro* models based on pluripotent cell populations that represent the epiblast have emerged as powerful tools to investigate the signaling control of cell differentiation and patterning during gastrulation. These systems allow the testing of the influence of individual factors in the absence of the complex environment of the embryo and its extraembryonic cell types (Morgani and Hadjantonakis, 2020). Even upon homogeneous external signaling cues, both 2D micropattern and 3D aggregate systems generate and spatially arrange diverse cell types that are normally found in the gastrulating embryo (Baillie-Benson et al., 2020; van den Brink et al., 2020; Morgani et al., 2018a). These observations suggest that, in addition to the signaling landscapes imposed by extraembryonic tissues, there exist epiblast-intrinsic mechanisms that orchestrate mesoderm differentiation and patterning.

Here, we use a simple 2D epiblast stem cell (EpiSC) differentiation protocol to map the concentration-dependent functions of BMP and FGF signaling during mesoderm differentiation. Through single-cell sequencing and integration with published transcriptome datasets from the embryo, we show that FGF dose affects differentiation speed, and that it sets the proportions of discrete cell types in heterogeneous populations. The dose-dependent expression patterns of signaling genes suggest that FGF signaling is embedded in a positive autoregulatory loop, coupled with the repression of BMP signaling. This regulatory logic could establish an FGF-based community effect during mammalian mesoderm differentiation that contributes to generating spatially coherent groups of distal mesoderm cells that are spatially segregated from BMP-dependent proximal cell types.

## RESULTS

### Opposing functions of BMP and FGF signaling during EpiSC differentiation

To obtain a homogeneous starting population for mesoderm differentiation, we cultured EpiSCs in N2B27 medium containing ActivinA, FGF2 and the Wnt signaling inhibitor XAV939, which suppresses Wnt-induced cellular heterogeneity (FAX medium; Sumi et al., 2013; Tsakiridis et al., 2014). Under these culture conditions, cells were stained homogeneously positive for NANOG, but were negative for the pan-mesodermal marker T/BRA (Fig. 1B). We triggered general mesoderm differentiation following previously published protocols by exchanging ActivinA and XAV939 for 1 µM of the Wnt agonist Chir99021 (Chi) (Chal et al., 2015; Loh et al., 2016; Sudheer et al., 2016), and varied the concentration of BMP4 in this setting (Vallier et al., 2009). After 3 days of differentiation, both T/BRA and TBX6, a marker for distal mesodermal cell types, were expressed in the absence and presence of 10 ng/ml BMP4. In contrast, expression of HAND1, a marker for more proximal mesoderm, was observed only in BMP4-treated cultures (Fig. 1B). To determine more precisely how BMP4 concentration affects cell differentiation, we used quantitative PCR (qPCR) of a panel of marker genes that show regionalized expression in the gastrulating embryo (Peng, 2016). Expression of *Hand1* and *Gata6*, which are expressed in the posterior proximal part of the embryo, was highest at 16 and 32 ng/ml BMP4 (Fig. 1C, top). The expression of *Tbx6* and *Msgn1*, which are expressed more distally in the embryo, peaked at ∼4 ng/ml BMP4, while the most distal markers *Foxa2* and *Shh* peaked at even lower BMP4 concentrations (Fig. 1C). Expression of the pan-mesodermal marker *T/Bra* paralleled the expression of *Tbx6* and peaked at 4 ng/ml BMP4. To corroborate these findings at the protein level, we performed an In-Cell Western assay in which we further increased the concentration range of BMP4 (Fig. 1D,E). Even though the high cell densities required in an In-Cell Western could potentially impair the activity of BMP4 (Etoc et al., 2016), this experiment broadly confirmed the qPCR results. HAND1 expression increased for BMP4 concentrations higher than 8 ng/ml and peaked at 64 ng/ml BMP, whereas GATA6 expression increased across the whole BMP4 concentration range up to 16 ng/ml and then declined (Fig. 1D,E). Taken together, these results show that BMP promotes the expression of more proximal mesoderm markers, *Hand1* and *Gata6*, while inhibiting markers of more distal fates, in a concentration-dependent manner. This is consistent with the proposed role of graded BMP signaling for cell type specification in the embryo.

Next, we set out to determine the concentration-dependent effects of FGF signaling in the mesoderm differentiation protocol. We tested titration series of FGF2 and FGF4 in the presence of 1 µM Chi and 8 ng/ml BMP, because previous experiments indicated that this BMP concentration gave a mixture of cell types. We first focused on *T/Bra* expression, using the T/Bra:mCherry signal in the dual Sox1/Brachyury reporter (SBR) cell line as a read-out (Deluz et al., 2016). For both FGF2 and FGF4, reporter expression levels increased up to a concentration of 12 ng/ml, the standard FGF2 concentration in EpiSC maintenance medium (Brons et al., 2007). While for FGF4, reporter expression further increased to a maximum of 77.9±4.6% T/Bra:mCherry-positive cells (mean±s.e.m., *n*=3 independent experiments) at a concentration of 96 ng/ml FGF4, for FGF2, the proportion of reporter-positive cells decreased for concentrations above 12 ng/ml (Fig. 2A,B). This biphasic effect of FGF2 is consistent with previous reports showing that high concentrations of FGF2 lead to reduced FGF/ERK signal transduction (Gharibi et al., 2020 preprint; Kanodia et al., 2014). However, because FGF2 is commonly used in published mesoderm differentiation protocols, and because FGF2 and FGF4 showed similar behavior at concentrations up to 12 ng/ml, we focused on FGF2 for subsequent experiments. To determine how different FGF2 concentrations in this low range affect the expression of a range of mesodermal markers, we performed quantitative immunofluorescence. Consistent with results from the reporter cell line, the proportion of T/BRA-positive cells increased with FGF2 concentration, whereas the downregulation of NANOG expression occurred independently of FGF2 (Fig. 2C). The proportion of HAND1-positive cells was highest in the absence of FGF2, and decreased with increasing FGF2 dose (Fig. 2D), in contrast to TBX6 expression, which was detected only at FGF2 concentrations above 1.5 ng/ml (Fig. 2E). CDX2, a protein that is expressed both in the proximal extraembryonic mesoderm as well as in the paraxial mesoderm in the embryo (Beck et al., 1995; Morgani et al., 2018a), was expressed in the absence of FGF2, and its expression slightly increased at higher concentrations (Fig. 2D). The observation that FGF promotes the expression of the more distal mesoderm marker TBX6, and inhibits the expression of the more proximal marker HAND1 in a concentration-dependent manner, suggests that FGF signaling opposes the function of BMP in the mesoderm differentiation protocol used here.

**Fig. 2.**
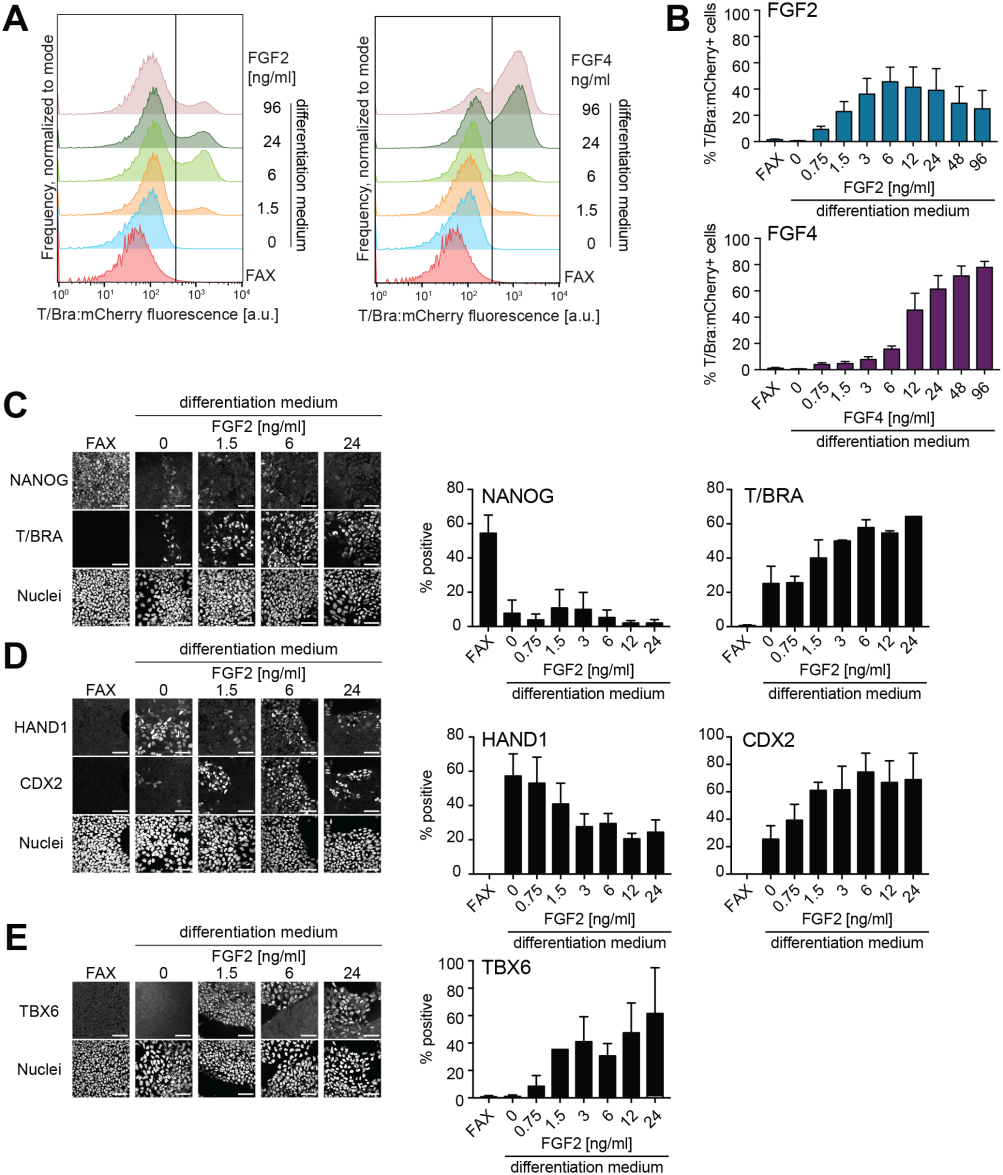
**Concentration-dependent functions of FGFs during mesoderm differentiation *in vitro*.** (A) Representative flow cytometry measurements of T/Bra:mCherry reporter expression in the SBR line differentiated with a range of FGF2 (left) or FGF4 (right) concentrations in the presence of 1 µM Chi and 8 ng/ml BMP. Vertical line indicates the threshold between positive and negative cells. (B) Fraction of T/Bra:mCherry-positive cells measured by flow cytometry as in A. Data from *n*=3 independent experiments, error bars indicate s.e.m. (C-E) Immunostaining for NANOG and T/BRA (C), HAND1 and CDX2 (D), and TBX6 (E) (left) and quantification of the fraction of marker-positive cells (right) upon differentiation of EpiSCs with the indicated FGF concentration series in the presence of 1 µM Chi and 8 ng/ml BMP. Cells were considered marker positive when they belonged with >70% probability to the high-intensity component of a two-component Gaussian mixture model fit to the distribution of fluorescence intensity values in a single experiment. Bar graphs show mean±s.e.m. from *n*=2 (C) or *n*=3 (D,E) independent experiments. Scale bars: 50 μm. a.u., arbitrary units.

### FGF dose sets the proportions of cells with different transcriptional states

*In vitro* differentiation protocols often yield heterogeneous mixtures of cell types (Jang et al., 2017), and the immunostaining analysis above indicated this was also the case in the mesoderm differentiation protocol applied here. To characterize this heterogeneity, and to determine how it changed depending on FGF concentration, we performed single-cell RNA sequencing (scRNAseq) of cells treated with different FGF2 doses from 0 to 12.0 ng/ml (Fig. 3A). In addition, we analyzed cells treated with the selective FGFR inhibitor AZD4547 (FGFRi) during differentiation, to assess possible effects of autocrine and paracrine FGF signaling. 

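Mouse epiblast stem cells (EpiSCs, pluripotent cells cultured from the post-implantation epiblast) were differentiated for 3 days with 1 µM Chi and 8 ng/ml BMP4, and 1 library was sequenced per condition. The 5 conditions were 0, 0.75, 3 and 12 ng/ml FGF2, and 30 nM of the FGFR inhibitor AZD4547 (FGFRi). No FGF2 dose is stated for the FGFRi library. Its comparisons with 0 ng/ml therefore cannot be assigned to the inhibitor alone. The authors aligned the reads to mm10, and deposited for each library the number of unique molecular identifiers (UMIs) counted per gene and cell barcode, without normalization and before their own filters on cells. The headers of the matrices name Cell Ranger 5.0.1, whereas the methods name an earlier version. The deposited barcodes held 50167816 UMIs in the FGFRi library, 58393453 at 0 ng/ml FGF2, 84046746 at 0.75 ng/ml, 66761500 at 3 ng/ml and 73013019 at 12 ng/ml. Barcodes with fewer than 2500 detected genes or more than 10% mitochondrial UMIs were left out, as in the methods. The level of a gene in a library was computed as its UMIs summed over the retained cells, divided by the total of UMIs of these cells and given in the usual unit of CPM. Levels are given with the exact Poisson 95% interval, ratios of levels with the exact conditional interval, and shares of cells with the exact binomial interval. These intervals cover counting error only. Because no condition was replicated, the spread between cultures is unknown, and no test between pairs of conditions was possible. A trend over the FGF2 doses was not tested. A difference between libraries cannot be told apart from a difference between cultures. The median log2 change of the 8237 genes with at least 10 CPM was 0.01 between 0 and 12 ng/ml, so that levels are compared without further scaling. Gene positions are those of GENCODE vM21 on GRCm38, the assembly that mm10 names.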

We observed massive cell death at micromolar FGFRi concentrations that were previously used in the embryo (Morgani et al., 2018b), and significant cell survival was only obtained at FGFRi concentrations ≤31.3 nM (Fig. S1A,B). This prompted us to use a concentration of 30 nM AZD4547 in the scRNAseq experiment. Even though this FGFRi concentration only led to a mild decrease in ERK phosphorylation, a major target of FGF signaling (Fig. S1C), it strongly changed the transcriptional state of the cells as we show below. After quality filtering, we retained ∼2000 single-cell transcriptomes per condition (Table S1).

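Of the 2635 deposited barcodes of the FGFRi library, 1701 passed the filters. The retained cells numbered 1696 of 2407 barcodes at 0 ng/ml FGF2, 2725 of 3829 at 0.75 ng/ml, 2125 of 3067 at 3 ng/ml and 2406 of 3437 at 12 ng/ml, with a mean of 2130.6 cells per library. Under the stricter limit of at most 5% mitochondrial UMIs, 8795 of the 10653 retained cells were left. The removed barcodes were shallow, with a median of between 1411 and 1778 UMIs per library, so that the retained cells held between 95.3% and 97.3% of the UMIs of each library. The median depth of the retained cells was 24408 UMIs in the FGFRi library, 29661.5 at 0 ng/ml, 27505 at 0.75 ng/ml, 28527 at 3 ng/ml and 27451.5 at 12 ng/ml. The median number of detected genes lay between 4986 in the FGFRi library and 5382.5 at 0 ng/ml. No doublet filter is described in the methods, and none was applied here.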

**Fig. 3.**
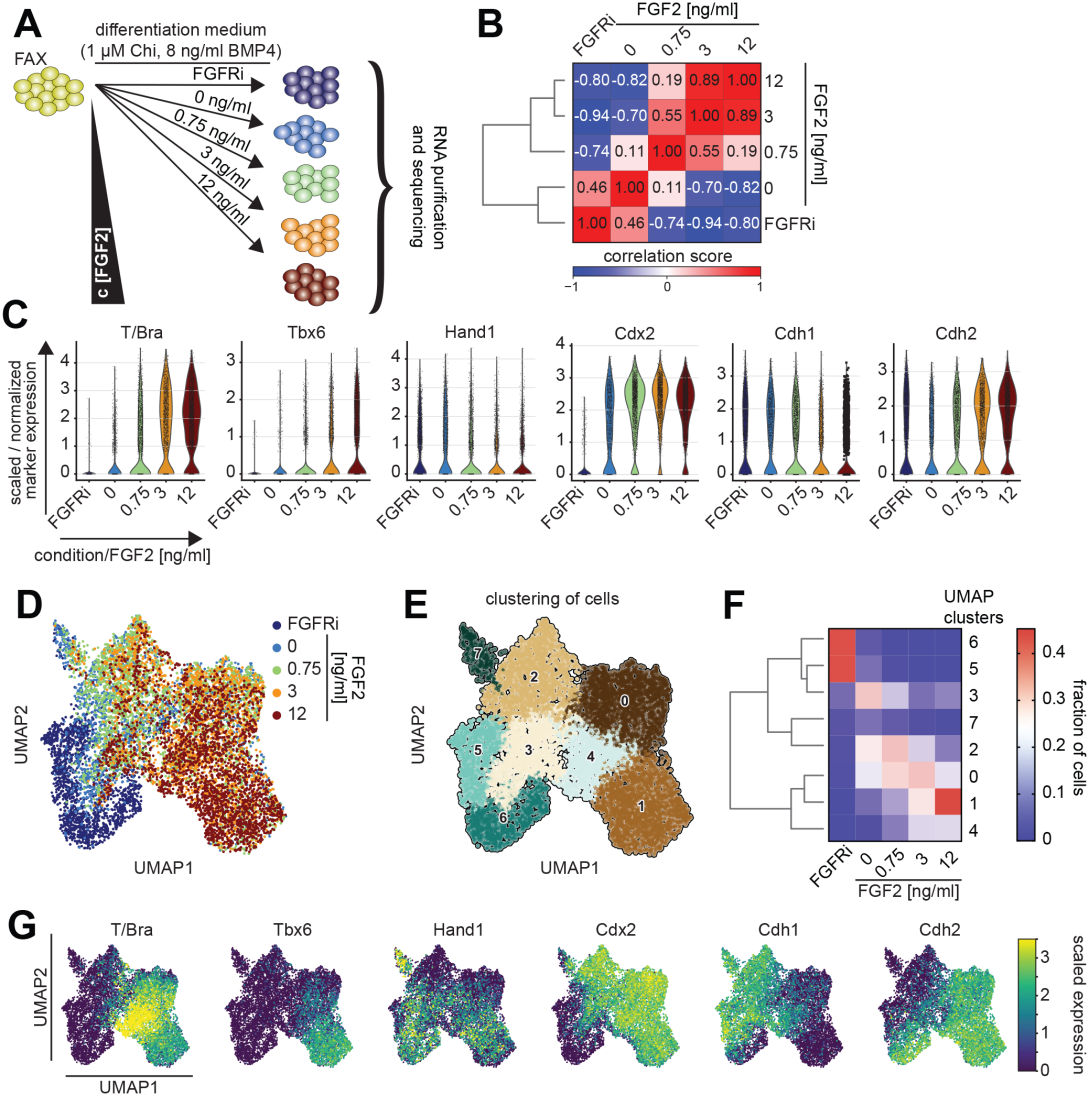
**Single-cell transcriptomic analysis of concentration-dependent FGF functions.** (A) Schematic of the experimental protocol. EpiSCs from FAX medium were differentiated in the presence of an FGFR inhibitor (FGFRi), without FGF2, or with 0.75 ng/ml, 3 ng/ml and 12 ng/ml, for 3 days before generation of single-cell transcriptomes and sequencing. The concentrations of Chi and BMP4 were kept at 1 µM and 8 ng/ml, respectively, as in previous experiments. (B) Correlation matrix of pseudo-bulk samples. Dendrogram on the left shows hierarchical clustering of the samples. (C) Violin plots showing expression levels of marker genes *T/Bra*, *Tbx6*, *Hand1*, *Cdx2*, *Cdh1* and *Cdh2* for each of the individual samples. The width of the violin plots is scaled per number of observations. (D) UMAP representation of single-cell transcriptomes, color coded according to treatment regime. (E) Leiden clustering of single-cell transcriptomes from the entire dataset, shown on the UMAP plot from D. (F) Heatmap showing the proportion of cells from each sample associated with the clusters identified in G. Clusters have been hierarchically ordered based on transcriptional similarity, as indicated by the dendrogram on the left. (G) Expression levels of marker genes *T/Bra*, *Tbx6*, *Hand1*, *Cdx2*, *Cdh1* and *Cdh2* color coded on the UMAP plot from D.

A correlation matrix of pseudo-bulk transcriptomes showed that the samples with a similar FGF signaling strength had the most correlated transcriptomes (Fig. 3B). 

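Counts were normalized to 50000 per cell and log-transformed, and the 2629 highly variable genes were corrected for total counts and mitochondrial share and scaled, as in the methods. The mean scaled values of the cells of each library were then compared by Pearson correlation across these genes, which are not independent replicates. The correlation was 0.866 between 3 and 12 ng/ml FGF2, 0.484 between 0.75 and 3 ng/ml, 0.471 between the FGFRi and 0 ng/ml libraries, and 0.111 between 0 and 0.75 ng/ml. For pairs of FGF2 doses further apart in the series, it was 0.114 for 0.75 and 12 ng/ml, -0.720 for 0 and 3 ng/ml, and -0.819 for 0 and 12 ng/ml. The FGFRi library correlated at -0.695 with the 0.75 ng/ml library, at -0.929 with 3 ng/ml and at -0.778 with 12 ng/ml. Scaling centers each gene on its mean over all cells, so that a negative value stands for opposite departures from this mean. Across all genes with at least 10 CPM in summed counts, the correlation was 0.456 for 0.75 and 12 ng/ml, the pair that moved most between settings, and -0.202 for 0 and 0.75 ng/ml.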

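Expressed as 1 minus the correlation, the distance between the 0 and 0.75 ng/ml FGF2 libraries was 0.889, against 0.529 between FGFRi and 0 ng/ml, 0.516 between 0.75 and 3 ng/ml, and 0.134 between 3 and 12 ng/ml. Genes with at least 50 CPM in either library and a CPM ratio of at least 2 were also counted for each pair, as a rule of size and not as a test. By this rule, 212 of 3283 genes differed between the FGFRi and 0 ng/ml libraries, of which 61 were higher and 151 lower at 0 ng/ml. Between 0 and 0.75 ng/ml, 46 of 3040 genes differed, 5 of them higher and 41 lower with FGF2. From 0.75 to 3 ng/ml, 13 of 3011 genes passed the rule, 4 upward and 9 downward, and from 3 to 12 ng/ml none of 2978 genes did. Lowering the minimum to 10 CPM gave 675, 140, 69 and 7 genes for the 4 steps in the same order, and lowering the ratio to 1.5 gave 660, 132, 57 and 8. Between 0 and 12 ng/ml, 130 of 3141 genes differed, 38 upward and 92 downward. Ratios were ranked only among genes with at least 50 CPM in either library. The largest from FGFRi to 0 ng/ml were for Hoxb8 (23.6-fold higher), Cdx2 (23.5-fold) and Hoxaas3 (18.6-fold). Downward they were for Prrx1 (11.9-fold lower), Igfbp2 (10.7-fold) and Acta2 (7.15-fold). From 0 to 0.75 ng/ml the largest upward were for T (3.47-fold higher), Fgf8 (2.94-fold) and Igfbp3 (2.38-fold). Downward they were for Cdkn2a (6.31-fold lower), Acta2 (6.12-fold) and Runx1 (5.62-fold). From 3 to 12 ng/ml the largest ratios under the same minimum of 50 CPM were 1.68 for Plxna2 upward and 1.67 for Ptn downward.

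**Figure D1:**
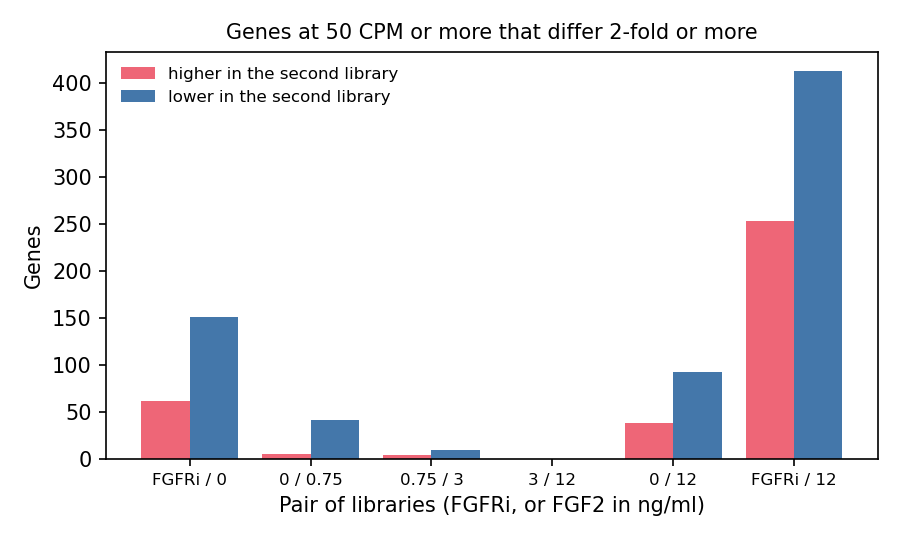
Number of genes with at least 50 CPM in either library and a CPM ratio of at least 2, higher or lower in the library named second, for 6 pairs of libraries. The count is 212 genes for FGFRi against 0 ng/ml FGF2, 46 for 0 against 0.75 ng/ml and 0 for 3 against 12 ng/ml, with 1 library per condition.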

When comparing neighboring concentrations in the series, the biggest pseudo-bulk transcriptomic difference was observed between 0 ng/ml and 0.75 ng/ml FGF2, such that FGF-treated samples clustered away from the non-treated and the FGFRi samples. 

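T (T/Bra; ENSMUSG00000062327, chromosome 17, 8434423 to 8442496) was found at 0.753 CPM in the FGFRi library (interval 0.527 to 1.04). Its level was 26.7 CPM at 0 ng/ml FGF2 (25.4 to 28.1), 92.7 CPM at 0.75 ng/ml (90.6 to 94.8), 205 CPM at 3 ng/ml (201 to 208) and 208 CPM at 12 ng/ml (205 to 212). Tbx6 (ENSMUSG00000030699, chromosome 7, 126781483 to 126785560) rose along the same series from 0.230 to 5.86, 11.5, 30.4 and 49.0 CPM. From 0 to 12 ng/ml, T rose 7.81-fold and Tbx6 8.36-fold. Hand1 (ENSMUSG00000037335, chromosome 11, 57828705 to 57832818) stood at 63.5 CPM with the FGFRi, and went from 85.7 CPM at 0 ng/ml to 45.9, 34.2 and 32.7 CPM at the higher doses. Between 0 and 12 ng/ml, its level fell by 1.39 on the log2 scale (interval -1.46 to -1.32). Cdx2 (ENSMUSG00000029646, chromosome 5, 147300805 to 147307270) was detected at 4.64 CPM with the FGFRi, 109 CPM at 0 ng/ml, 188 CPM at 0.75 ng/ml, 218 CPM at 3 ng/ml and 185 CPM at 12 ng/ml. The change of Cdx2 from 0 to 12 ng/ml was 0.76 on the log2 scale, and 0.66 when every cell was given the same weight, the setting that moved it most.

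The share of cells with at least 1 T UMI was 1.29% with the FGFRi, 24.6%, 47.4% and 74.5% at 0, 0.75 and 3 ng/ml, and 82.2% at 12 ng/ml. With every cell thinned to 5000 UMIs, which no retained cell fell short of, these shares were 0.235%, 9.20%, 24.0%, 45.0% and 50.2%. Free RNA can leave UMIs in cells that do not express a gene, so the share was also taken in cluster 3 of a clustering made without the genes drawn in Figs 3C and 5, where T was lowest. There, 1.01% of 297 cells of the 0 ng/ml library had a T UMI after thinning, at a median depth of 33288 UMIs. In the FGFRi library itself, none of the 1528 cells of this cluster had a T UMI after thinning (interval 0% to 0.241%). At 12 ng/ml the share was 3.45% of 29 cells (0.0873% to 17.8%), or 13.8% without thinning, and at 3 ng/ml 0% of 23 cells (0% to 14.8%). These cells are too few to limit free RNA closely at the doses where T was high.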

Analysis of the marker genes *T/Bra*, *Tbx6*, *Hand1* and *Cdx2* confirmed that their concentration-dependent expression that we had detected at the protein level was recapitulated at the transcriptional level in the scRNAseq dataset (Fig. 3C). We also analyzed the expression of *Cdh1* (E-cadherin) and *Cdh2* (N-cadherin) because cells switch from *Cdh1* to *Cdh2* expression as they undergo an epithelial-to-mesenchymal (EMT) transition during gastrulation. 

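At 0 ng/ml FGF2, 65.0% of cells had at least 1 UMI of Cdh1 (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246) and 50.4% had at least 1 of Cdh2 (ENSMUSG00000024304, chromosome 18, 16588877 to 16809246). The share of cells with Cdh1 was 55.4% at 0.75 ng/ml, 42.0% at 3 ng/ml and 36.2% at 12 ng/ml, and 56.8% with the FGFRi. Over the same doses the share with Cdh2 was 55.6%, 75.1% and 80.8%, and it was 57.3% with the FGFRi. From 0 to 12 ng/ml, the share changed by -28.8 percentage points for Cdh1 (interval -31.8 to -25.8) and by 30.4 points for Cdh2 (27.5 to 33.3). Thinning to equal depth moved these changes most, to -16.9 points for Cdh1 and 20.3 points for Cdh2. The thinned shares for Cdh1 were 27.4% with the FGFRi, 30.9%, 26.3% and 16.4% at 0, 0.75 and 3 ng/ml, and 14.01% at 12 ng/ml. For Cdh2 they were 29.6%, 20.9%, 26.6%, 37.5% and 41.2% in the same order. Where each gene was lowest in the clustering made without the figure genes, 1.39% of 1077 cells at 12 ng/ml had a Cdh1 UMI after thinning, at a median depth of 27205 UMIs, and 1.67% of 120 cells at 0 ng/ml had a Cdh2 UMI, at 30909.5 UMIs. In the same clusters, the share was 0% of 118 cells for Cdh1 at 0 ng/ml (interval 0% to 3.08%). For Cdh2 at 12 ng/ml it was 0% of 9 cells (0% to 33.6%), too few to limit free RNA where Cdh2 was high. Summed levels moved in the same directions, from 93.6 to 39.7 CPM for Cdh1 and from 57.2 to 122 CPM for Cdh2 between 0 and 12 ng/ml.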

*Cdh1*- and *Cdh2*-expressing cells were found in all conditions, but the fraction of the former decreased, whereas the fraction of the latter increased, with exogenous FGF2. Thus, FGF tunes the proportion of cells undergoing EMT in a dose-dependent manner.

To characterize in more detail how the composition of cell types in the population changed with FGF signaling levels, we visualized the entire dataset as a dimensionality-reduced uniform manifold approximation and projection (UMAP) plot (McInnes et al., 2018 preprint) and identified transcriptionally similar cells by Leiden clustering (Fig. 3D-F; Table S2). 

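A graph linked each cell of the 5 libraries to its 15 nearest neighbors over 50 principal components. The cell itself was counted with them, which raises each share of neighbors from a cell's own library. FGFRi-treated cells made up 16.0% of all cells, but 87.6% of the neighbors of FGFRi-treated cells. A further 10.1% of these neighbors came from 0 ng/ml FGF2, 2.14% from 0.75 ng/ml, 0.147% from 3 ng/ml and 0.0514% from 12 ng/ml. In the other libraries, the share of neighbors from a cell's own library was 46.3% at 0 ng/ml, 47.8% at 0.75 ng/ml, 37.7% at 3 ng/ml and 52.9% at 12 ng/ml. Leiden clustering of the graph at resolution 0.33 gave 5 clusters, numbered here by size. Of the FGFRi-treated cells, 90.2% (interval 88.7% to 91.6%) fell in cluster 3. At resolution 0.5 there were 8 clusters, and 74.3% of FGFRi-treated cells were in cluster 3 and 15.6% in cluster 7, 266 of whose 270 cells came from this library. With 1 library per condition, a cluster made up mostly of 1 library may stand for that library as much as for a cell state.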

FGFRi-treated cells showed little overlap with cells from the other conditions in the UMAP plot, and were mostly found in clusters 5 and 6. This clear separation of the FGFRi condition from all other samples, including the one without addition of exogenous FGF2, indicates that autocrine and paracrine FGF signaling affects gene transcription and cell differentiation. 

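Since clusters can follow the genes that differ between libraries, the clustering was repeated on the 520 variable genes whose summed levels differed by less than 2-fold between any of the libraries. This again gave 5 clusters, and 86.7% of FGFRi-treated cells (interval 85.0% to 88.3%) and 33.4% of cells from 0 ng/ml FGF2 (31.1% to 35.7%) fell in cluster 1. Cluster 0 held 7.35% of FGFRi-treated cells and 32.8% of cells without exogenous FGF2, and cluster 2 held 3.94% and 26.7%. Without the centering of genes on their mean over libraries, the correlation of summed log2 levels across 8761 genes was 0.937 between FGFRi and 0 ng/ml and 0.982 between 0 and 0.75 ng/ml.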

Cells from the other four conditions each occupied different parts of the UMAP plot, and preferentially populated one or two of the 8 clusters (Fig. 3D-F; Fig. S2). However, for each condition, a fraction of cells mapped outside the condition's main clusters. 

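In the clustering without genes that differed by 2-fold or more, cluster 1 held 17.8% of the cells at 0.75 ng/ml FGF2, 8.66% at 3 ng/ml and 10.4% at 12 ng/ml. Cluster 0 was the largest at these doses, with 41.2% (interval 39.4% to 43.1%), 53.9% and 58.0% (56.0% to 60.0%) of the cells, respectively. Cluster 2 held 29.8%, 17.1% and 8.31% of the cells at these doses. The share of cluster 3 was 0.943% at 0 ng/ml, 8.44% at 0.75 ng/ml, 19.5% at 3 ng/ml and 23.1% at 12 ng/ml. The 2 largest clusters of each library together held 66.2% of its cells at 0 ng/ml, 71.0% at 0.75 ng/ml, 73.4% at 3 ng/ml and 81.0% at 12 ng/ml. In the clustering on all variable genes, the share of a library in its own largest cluster was 46.1% at 0 ng/ml, 45.9% at 0.75 ng/ml, 48.4% at 3 ng/ml and 44.9% at 12 ng/ml. With 8 clusters at resolution 0.5, the largest cluster held 24.1%, 29.5% and 30.1% of the cells at 0, 0.75 and 3 ng/ml.

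**Figure D2:**
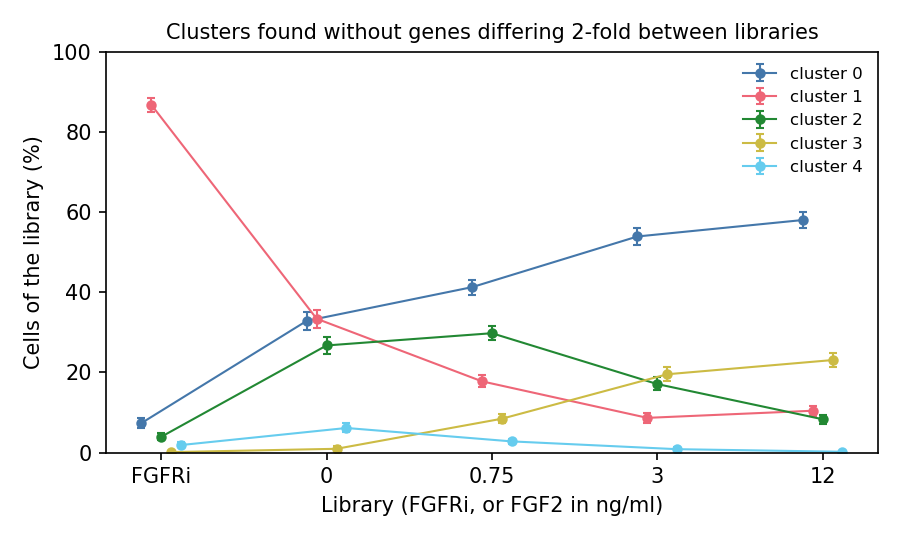
Share of each library's retained cells, in percent with exact binomial 95% intervals, in each of the 5 clusters found without the genes that differed by 2-fold or more between libraries. Cluster 0 holds 7.35% of FGFRi-treated cells and 58.0% of cells at 12 ng/ml FGF2, and cluster 1 holds 86.7% and 10.4%.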

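Outside the 2 largest clusters of their library fell 5.94% of FGFRi-treated cells, 33.8% of cells at 0 ng/ml FGF2, 29.0% at 0.75 ng/ml, 26.6% at 3 ng/ml and 19.0% at 12 ng/ml, when clustered without the genes that differed by 2-fold or more. On all variable genes these shares were 5.76%, 30.3%, 17.5%, 25.1% and 18.2%, and at resolution 0.5 they were 10.1%, 51.9%, 41.8%, 43.6% and 35.3%.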

Since each of the clusters is characterized by the expression of a specific set of marker genes (Fig. 3G; Fig. S3), these observations suggest that, rather than inducing discrete cell states, FGF2 dose shapes the proportions of cells adopting specific states during mesoderm differentiation.

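Of the 5 clusters found without the genes that differed between libraries, clusters 0, 1 and 2 each held more than 3.9% of every library, and cluster 4 held 1.88% of FGFRi-treated cells, 6.13%, 2.79% and 0.847% of cells at 0, 0.75 and 3 ng/ml FGF2, and 0.208% at 12 ng/ml. Cluster 3 held 0.118% of FGFRi-treated cells. From the preferred clusters of each condition, and from the cells of each condition outside them, the paper proposes that FGF2 dose sets the proportions of cells in given states and does not induce discrete states.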

### High exogenous FGF doses promote less advanced cell types

In order to identify the developmental stages and identities of cells differentiated *in vitro*, and to determine how these changed with exogenous FGF dose, we performed asymmetric dataset integration with the ingest function in Scanpy (Wolf et al., 2018). We used a fully annotated scRNAseq dataset that profiled cells from whole mouse embryos between embryonic day (E)6.5 and E8.5 collected at 6 h intervals (Pijuan-Sala et al., 2019), and transferred annotations of developmental stage and cell identity. Projection onto a UMAP representation of the embryo reference data suggested that the heterogeneous cell types differentiated *in vitro* corresponded to a wide range of cell types and stages present in the embryo (Fig. 4A). Furthermore, cells treated with different doses of FGF2 mapped to different parts of the UMAP plot, indicating that FGF levels affect the representation of cell types and stages (Fig. 4B).

**Fig. 4.**
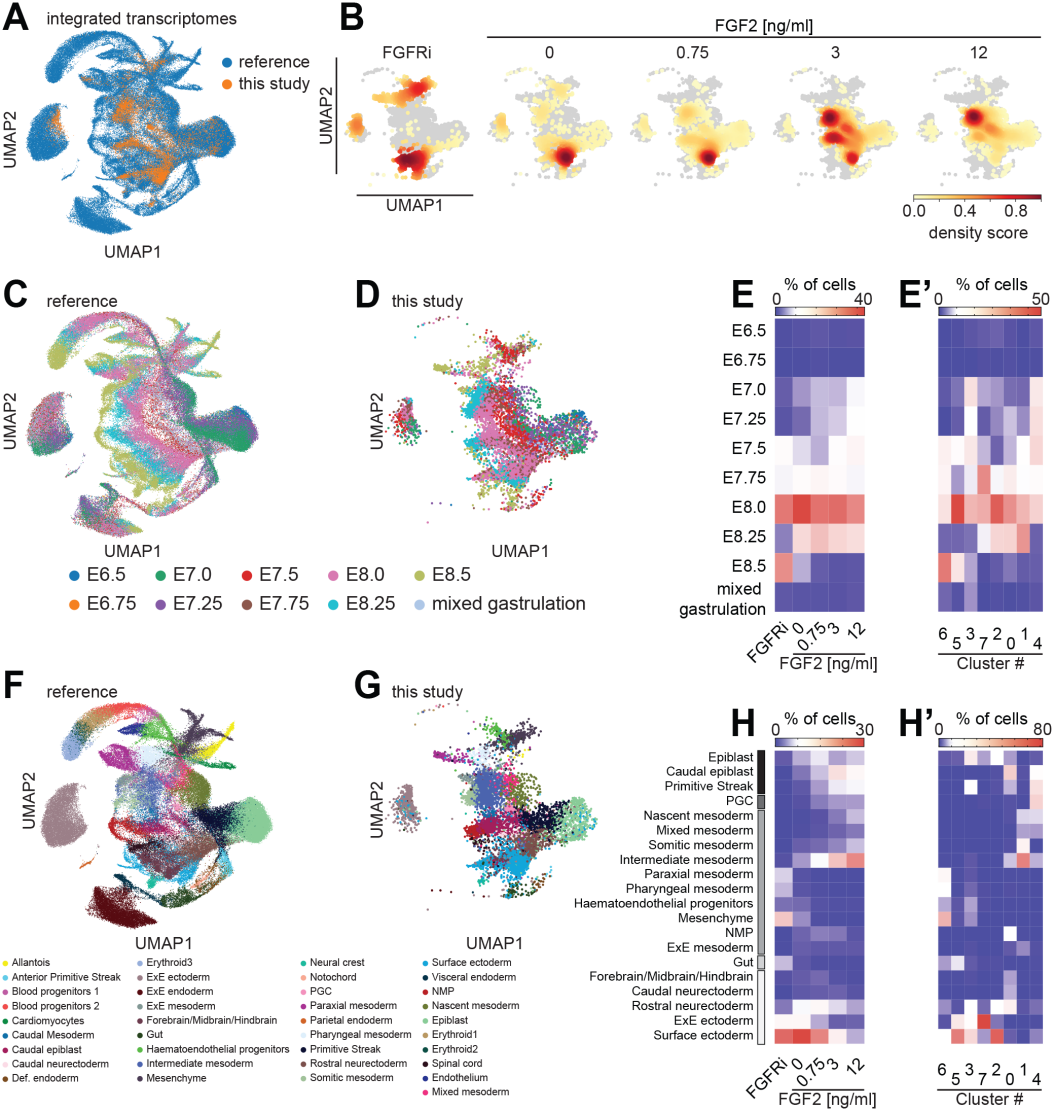
**Integration of single-cell transcriptomes with an embryo reference reveals developmental stages and cell types obtained *in vitro*.** (A) UMAP representation of single-cell transcriptomes from the reference dataset by Pijuan-Sala et al. (2019) (blue) and the *in vitro* dataset (orange) after asymmetric integration (see Materials and Methods for details). (B) Transcriptomes from each of the FGF treatment regimes shown separately as density plots, compared to transcriptomes of all other *in vitro* differentiated cells shown in gray. (C-E′) Label transfer to identify developmental stages represented *in vitro*. (C) UMAP plot of reference dataset with color coding according to developmental stage of cells. (D) UMAP representation of *in vitro* differentiated cells after integration, color coded according to stage label transferred from the reference dataset. (E) Heatmap showing proportion of cells that were assigned a specific stage label for different FGF signaling strengths. (E′) Same as E, but showing the proportion of cells from each of the clusters identified in Fig. 3E that were assigned a specific stage label. (F-H′) Label transfer to identify cell types represented *in vitro*. (F) UMAP plot of reference dataset with color coding according to cell identity. (G) Same display of transcriptomes from *in vitro* differentiated cells as in D, but color coded according to cell type label transferred from the reference dataset. (H) Heatmap showing the proportion of cells that were assigned a specific cell type label for different FGF signaling strengths. (H′) Same as E′, but showing the proportion of cells from each of the clusters identified in Fig. 3E that were assigned a specific stage label. Cell types in E,E′,H,H′ are ordered from top to bottom: pluripotent epiblast-like cell types, primordial germ cells (PGCs), mesoderm subtypes, endoderm and ectoderm-related cell types. NMP, neuromesodermal precursor cells.

We first analyzed annotations of developmental stages transferred from the embryo reference dataset (Pijuan-Sala et al., 2019; Fig. 4C-E′). Depicting stage labels in the UMAP plot suggested that the *in vitro* differentiated cells represent a range of developmental stages (Fig. 4D). However, when we plotted the proportion of cells with a specific stage label at different FGF doses as a heatmap, we found that, for all FGF stimulation regimes, the most prominent stage label corresponded to the E8.0 embryo, followed in most of the conditions by the immediately neighboring stages E7.75 and E8.25 (Fig. 4E). Given that we started from a cell population that is similar to the preimplantation epiblast at ∼E5.0 and then differentiated cells for 3 days, this observation indicates that differentiation *in vitro* occurs at a similar pace as in the embryo. However, we also noticed that the FGFRi condition stood out with a large proportion of cells labeled as corresponding to E8.5, while the condition with highest exogenous FGF contained the largest fraction of cells with the stage labels E7.5, E7.25 and E7.0. This shift of stage labels along the FGF axis suggests that high FGF signaling levels can delay differentiation. Consistently, when we analyzed how stage labels were distributed in the clusters determined in Fig. 3E and F, we noticed that clusters 6 and 5 had an overrepresentation of cells with more advanced stage labels, whereas clusters 3 and 4 were enriched for cells that were classified as less advanced (Fig. 4E′).

To corroborate these findings, we repeated the integration with a second, independent embryo dataset that covered a similar developmental range at lower time resolution (Grosswendt et al., 2020; Fig. S4). Again, the *in vitro* differentiated cells occupied different areas in the UMAP space when projected on the reference data, in an FGF-dependent manner (Fig. S4A-C). Analysis of the stage labels transferred from this alternative embryo dataset revealed that the large majority of *in vitro* differentiated cells were classified as corresponding to E7.5 and E8.0 cells, further supporting a similar differentiation pace *in vitro* and in the embryo. Finally, we found a shift in the proportion of stage labels from more advanced stages in the FGFRi condition to earlier stages in conditions that were treated with high FGF doses (Fig. S4E,F). Taken together, these analyses indicate that heterogeneous cell types emerge during *in vitro* differentiation with a pace that matches differentiation pace in the embryo, and that exogenous FGF can promote the maintenance of less advanced cell types.

### Dataset integration identifies FGF-dependent and FGF-independent cell types

Next, to better understand which cell types differentiated *in vitro* at different FGF signaling strengths, we analyzed the cell type information obtained by dataset integration. A UMAP representation of the cell type labels transferred from the embryo reference dataset by Pijuan-Sala et al. (2019) suggested that a broad range of cell types were obtained *in vitro* (Fig. 4F,G). We produced heatmaps to visualize the proportion of cells that were assigned a specific cell type label depending on FGF signaling strength (Fig. 4H), or as a function of the cluster assignments from Fig. 3E and F (Fig. 4H′). We only plotted cell types that contained at least 4% of cells in at least one signaling condition or cluster. To facilitate interpretation of the results, we ordered cell types in the heatmaps, starting with epiblast-related cell types at the top, followed by mesoderm-, gut- and ectoderm-related cell types. This analysis showed that the composition of cell types changed strongly along the FGF concentration series, indicating that the FGF doses used in our experiment reflect physiologically relevant concentrations. Focusing on specific cell type labels, we found that epiblast-related cell types were absent in the FGFRi condition, and appeared at low-to-intermediate FGF concentrations (Fig. 4H). This suggests that the maintenance of these pluripotent and developmentally less advanced cell types is promoted by exogenous FGF signals. 

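The label transfer from the embryo reference was not repeated here, and the embryo data were not used. Instead, lists of marker genes for the cell types were compiled, and the median change of log2(CPM + 1) was taken over the members with at least 5 CPM in any library. Each median was compared with those of 10000 lists of random genes of matched level, as a description of these libraries. Of 8 epiblast markers, 6 were detected, with a median change of 0.49 from FGFRi to 0 ng/ml FGF2 and of 0.43 from 0 to 12 ng/ml. These medians lay at percentiles 98.91 and 98.95 of the random lists. Between the FGFRi and 12 ng/ml libraries the median was 1.11 (percentile 99.75). Pou5f1 rose from 1.74 CPM with the FGFRi to 3.75 CPM at 0 ng/ml and 11.3 CPM at 12 ng/ml, and Dnmt3b from 31.1 to 48.0 and 63.3 CPM. Otx2, in contrast, stood at 12.0 CPM with the FGFRi and at 2.57 CPM at 0 ng/ml, and was the only detected member of the list that was highest with the FGFRi. Bulk levels of markers do not give the number of cells of a type.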

Inspection of the mesodermal subtypes in the heatmap revealed two broad groups. The first contained cells labeled as ‘nascent’, ‘mixed’, ‘somitic’ and ‘intermediate mesoderm’. These cell types were absent in the FGFRi condition, and their proportion increased with FGF2 dose. 

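Markers of the primitive streak and nascent mesoderm (7 of 9 detected) rose by a median of 1.38 on the log2 scale from FGFRi to 0 ng/ml FGF2 and by 2.71 from 0 to 12 ng/ml. Those of the caudal epiblast and neuromesodermal precursors (6 of 8) rose by 2.72 and 0.84. Presomitic and somitic mesoderm markers (7 of 10) rose by 1.86 and 2.20. For these 3 lists, the median change from FGFRi to 12 ng/ml was 3.97, 3.55 and 4.46, above each of the random lists. Within them, the level with the FGFRi and at 12 ng/ml was 0.125 and 29.1 CPM for Mixl1, 0.125 and 15.9 CPM for Mesp1, 0.523 and 102 CPM for Hes7, and 2.11 and 67.4 CPM for Dll1. Only 3 of 7 intermediate and lateral plate mesoderm markers were detected. Their median changed by -0.26 and 0.43, and by 2.21 from FGFRi to 12 ng/ml (percentile 99.92 of random lists), with Prrx1 falling from 77.8 CPM with the FGFRi to 0.537 CPM at 12 ng/ml and the other two rising between these libraries.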

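For mesenchyme and extraembryonic mesoderm, 7 of 9 markers were detected, and their median changed by -1.87 from FGFRi to 0 ng/ml FGF2 and by -1.58 from 0 to 12 ng/ml. The change from FGFRi to 12 ng/ml was -3.45, below each of the random lists, and 5 of the 7 genes were highest with the FGFRi. Acta2 stood at 1008 CPM with the FGFRi and at 141, 23.0, 14.9 and 15.7 CPM along the FGF2 doses, and Tagln at 1915, 478, 105, 22.9 and 42.0 CPM. Pmp22 dropped from 250.1 to 22.0 CPM and Ahnak from 704 to 64.3 CPM between the FGFRi and 12 ng/ml libraries. Of 8 hemato-endothelial markers, 3 were detected and went different ways. Runx1 was highest with the FGFRi (189 CPM, against 57.2 CPM at 0 ng/ml and 8.35 CPM at 12 ng/ml), Gata2 at 0 ng/ml (11.9 CPM), and Lmo2 at 12 ng/ml (29.8 CPM). Their median changed by 1.05 from FGFRi to 0 ng/ml, or by 1.29 with at most 5% mitochondrial UMIs, and by -2.29 from 0 to 12 ng/ml. None of the 8 pharyngeal and cardiac mesoderm markers reached 5 CPM in any library (highest, Tnnt2 at 4.52 CPM with the FGFRi), so that no median was taken for this list.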

The second group contained cells labeled as ‘paraxial’ and ‘pharyngeal mesoderm’, ‘hematoendothelial progenitors’ and ‘mesenchyme’, which were found in the FGFRi condition and, to a smaller degree, in the condition without exogenous FGF, but were nearly absent at FGF2 concentrations ≥0.75 ng/ml (Fig. 4H). This suggests that there exist FGF-dependent and FGF-independent mesodermal subtypes. Finally, we observed that ectodermal cell types, in particular cells labeled as ‘surface ectoderm’, were most prominently obtained in the FGFRi condition as well as in conditions with low exogenous FGF signaling. This observation suggests that a threshold level of FGF signaling is required for converting the previously reported function of BMP4 to induce surface ectoderm differentiation (Li et al., 2013; Malaguti et al., 2013) towards the induction of other lineages. 

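Surface ectoderm markers (10 of 11 detected) changed by a median of -0.09 from FGFRi to 0 ng/ml FGF2, or 0.01 when every cell was given the same weight, so that no direction was detectable for this step. From 0 to 12 ng/ml each of the 10 genes was lower, with a median change of -1.44 that lay below each of the random lists. The highest level was found with the FGFRi for 5 of the genes, at 0 ng/ml for 2 and at 0.75 ng/ml for 3. Krt8 went from 942 CPM with the FGFRi to 823, 599.6, 326 and 328 CPM along the FGF2 doses, and Krt18 from 1349.8 to 1082, 660.5, 316 and 305 CPM. Trp63 stood at 22.2, 13.9, 12.1, 3.00 and 1.07 CPM in the same order, whereas Epcam was highest at 0 ng/ml (332 CPM). Markers of the extraembryonic ectoderm (5 of 8) changed by -0.35 and -2.16 over the same steps. Neurectoderm, primordial germ cell and endoderm lists had 2 detected members each. Their medians changed by 1.16, 0.70 and -0.16 from FGFRi to 0 ng/ml, and by -0.63, -0.50 and -1.02 from 0 to 12 ng/ml.

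**Figure D3:**
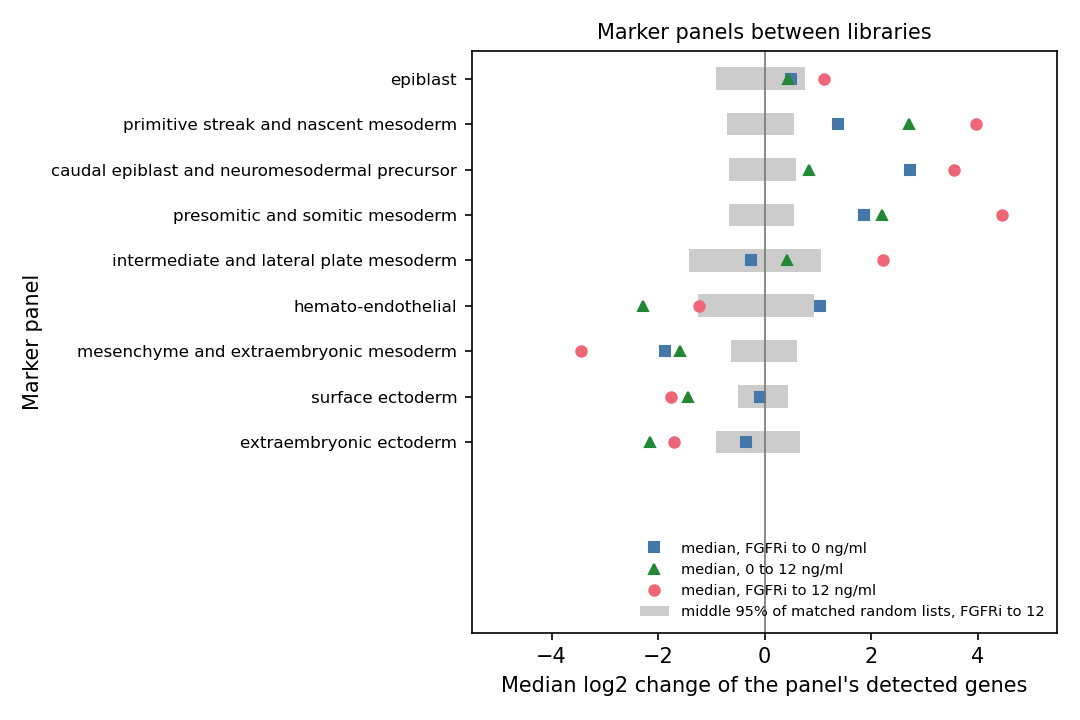
Median change of log2(CPM + 1) of the detected members of each marker list, for FGFRi to 0 ng/ml FGF2, 0 to 12 ng/ml, and FGFRi to 12 ng/ml; the gray bar spans the middle 95% of 10000 matched random lists for the last comparison. Presomitic and somitic mesoderm markers reach 4.46, and mesenchyme markers -3.45.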

When we plotted the relationship between cell type labels and clusters identified in Fig. 3E, we found that some labels were strongly enriched in specific clusters, such as ‘intermediate mesoderm’ in cluster 1, or ‘surface ectoderm’ in clusters 2 and 5 (Fig. 4H′). In most cases, however, clusters contained several related cell type labels, indicating that cluster boundaries in the *in vitro* dataset do not align with cell type boundaries in the reference dataset. A possible explanation for this lack of alignment is that cells both in our *in vitro* differentiation protocol as well as in the embryo have not yet reached defined, distinct identities at the time of analysis, but rather represent a continuum of transition states.

To substantiate the associations of specific cell types with FGF signaling levels, we analyzed cell type labels that were transferred from the independent embryo dataset by Grosswendt et al. (2020) (Fig. S4G-I′). Here, few cells labeled as epiblast were detected, in contrast to integration with the dataset from Pijuan-Sala et al. (2019). The proportions of cells with labels corresponding to the primitive streak, different types of mesoderm and ectoderm, were broadly consistent between integration with the two datasets. Most notably, we again found two groups of mesodermal labels: one group containing the labels ‘secondary heart field/splanchnic lateral plate’, ‘amnion mesoderm early’, ‘pharyngeal arch mesoderm’ and ‘hematopoietic/endothelial progenitor’ was populated in the FGFRi and the 0 ng/ml condition, whereas the second group containing the labels ‘primitive streak late’, ‘presomitic mesoderm’, ‘NMPs early’ and ‘posterior lateral plate mesoderm’ was absent in the FGFRi conditions and increased with FGF2 dose. We notice that the FGF-independent mesoderm cell types identified *in vitro* are the ones that differentiate first in proximal parts, whereas the mesodermal cell types that we identify as FGF-dependent emerge later and in more distal parts of the gastrula. Thus, this systematic mapping of FGF-independent and -dependent cell types suggests a potential role for FGF signaling in the spatio-temporal patterning of the mesoderm.

Finally, we analyzed Hox gene expression in different FGF signaling conditions and clusters as a molecular read-out for developmental progression along the body axis (Fig. S5). 

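Of the 39 Hox genes in the files, 31 reached 5 CPM in at least 1 library, and for each of these 31 genes the level was lowest in the FGFRi library. The highest level of a Hox gene there was 12.6 CPM, for Hoxd9. The median level of the 31 genes was 3.07 CPM with the FGFRi, 19.4 CPM at 0 ng/ml FGF2, 25.5 CPM at 0.75 ng/ml, 35.2 CPM at 3 ng/ml and 33.4 CPM at 12 ng/ml. Summed over all Hox genes, the level was 128 CPM with the FGFRi and 1017, 1481, 1691.5 and 1542 CPM along the FGF2 doses. This sum changed by 2.99 on the log2 scale from FGFRi to 0 ng/ml, by 0.60 from 0 to 12 ng/ml, and by -0.13 from 3 to 12 ng/ml. The change from FGFRi to 12 ng/ml was 3.59, and 3.41 when every cell was given the same weight, the setting that moved it most. From 0 to 12 ng/ml, 30 of the 31 genes rose, although the change of Hoxa7 was within counting error (0.01, interval -0.04 to 0.07) and its sign depended on the setting.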

All Hox genes were lowly expressed in the FGFRi condition, and their overall expression increased with FGF signaling levels (Fig. S5A). Across all conditions, *Hox9* paralogs were the posteriormost genes that showed strong expression (Fig. S5A). 

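Summed over their paralogs, Hox9 genes reached 41.7 CPM with the FGFRi, 366 CPM at 0 ng/ml FGF2, 519 CPM at 0.75 ng/ml, 569.55 CPM at 3 ng/ml and 510.1 CPM at 12 ng/ml. Hox10 genes reached between 10.4 CPM with the FGFRi and 46.2 CPM at 12 ng/ml. For Hox11 the sums lay between 4.66 and 15.5 CPM and for Hox13 between 2.07 and 3.95 CPM, and Hox12 genes did not exceed 0.106 CPM in any library.

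**Figure D4:**
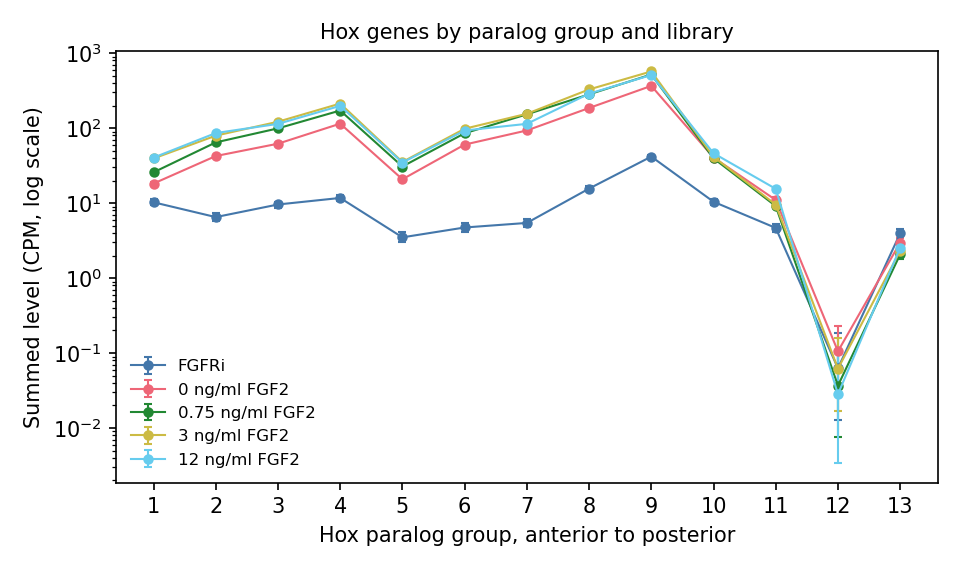
Summed CPM of each Hox paralog group from 1 to 13 in each library, on a logarithmic axis. Hox9 is the posteriormost group above 100 CPM, at 366 to 569.55 CPM with 0 to 12 ng/ml FGF2, and all sums up to Hox11 are lowest with the FGFRi.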

In the embryo, *Hox9* paralogs are expressed at E8.0, whereas more posterior Hox genes are only activated thereafter (Deschamps and van Nes, 2005; Noordermeer et al., 2014). The Hox gene expression pattern therefore supports the developmental stage of the *in vitro* differentiated cells inferred from label transfer. FGF dose had only minor effects on Hox gene expression patterns. 

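Across the 31 detected Hox genes, levels at 0 and 12 ng/ml FGF2 correlated at 0.951 (Pearson's r across genes, which are not independent replicates). The correlation was 0.984 between 0 and 0.75 ng/ml and 0.990 between 3 and 12 ng/ml, and 0.663 between the FGFRi and 12 ng/ml libraries. No gene was highest with the FGFRi or at 0 ng/ml, 2 were highest at 0.75 ng/ml, 16 at 3 ng/ml and 13 at 12 ng/ml.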

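Hoxd9 (ENSMUSG00000043342, chromosome 2, 74697727 to 74700208) was measured at 77.2 CPM at 0 ng/ml FGF2, 101.3 CPM at 0.75 ng/ml, 132 CPM at 3 ng/ml (interval 129 to 135) and 143 CPM at 12 ng/ml (139.8 to 145). Hoxa7 (ENSMUSG00000038236, chromosome 6, 52214491 to 52221854) went from 4.54 CPM with the FGFRi to 78.4 CPM at 0 ng/ml, 127 CPM at 0.75 ng/ml (125 to 129.6), 119.97 CPM at 3 ng/ml (117 to 123) and 79.2 CPM at 12 ng/ml. Hoxd4 (ENSMUSG00000101174, chromosome 2, 74711929 to 74729160) stood at 5.23 CPM with the FGFRi and at 38.1 and 53.1 CPM at 0 and 0.75 ng/ml. Its level was 66.8 CPM at 3 ng/ml (64.8 to 68.8) and 68.6 CPM at 12 ng/ml (66.7 to 70.5), a difference within counting error. Hoxd4 lies inside the interval annotated for Hoxd3 on the same strand, so that the authors' counting could have split reads between both genes. Hoxd3 was found at 12.2 CPM at 3 ng/ml and 14.6 CPM at 12 ng/ml.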

Along the FGF concentration series, expression of *Hoxd9* peaked at the highest FGF concentration of 12 ng/ml, whereas expression of the more anterior *Hoxa7* and *Hoxd4* reached their highest levels already at FGF concentrations of 0.75 and 3 ng/ml, respectively (Fig. S5A). 

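The clustering was repeated without the genes of Figs 3C and 5, genes taken to stand for Fig. S6, and the Hox genes. Levels per cluster were thus not read from genes that had defined the clusters, and 6 clusters were found over all libraries. Other genes that differ between libraries remained in this clustering, so that its clusters and libraries are not independent. Hoxd9 was highest in cluster 2 (162 CPM), which held 44.8% of the cells at 12 ng/ml FGF2 and 0% with the FGFRi, 6.96% at 0 ng/ml, 11.9% at 0.75 ng/ml and 26.3% at 3 ng/ml. In this cluster, Hoxa7 was found at 61.4 CPM. Hoxa7 was highest in cluster 1 (177 CPM), where Hoxd9 stood at 120.2 CPM, and was found at 112 CPM in cluster 0, where Hoxd9 stood at 83.8 CPM. Cluster 1 held 22.9%, 30.8%, 33.0% and 21.1% of the cells from 0 to 12 ng/ml, and cluster 0 held 44.8%, 44.2%, 21.5% and 15.6%.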

Consistently, *Hoxd9* expression dominated in cluster 1, which was associated with highest FGF signaling levels, whereas *Hoxa7* expression dominated in clusters 0 and 2, which were preferentially populated at lower FGF doses (Fig. 3E; Fig. S5B). These differences support the notion that strong FGF signaling biases cells to more posterior identities.

### Differentiating cell populations generate divergent endogenous signaling patterns

Having determined how FGF signaling levels affect the proportions of cell types, we next sought to use our data to explore why heterogeneous cell types differentiated within each condition. To test whether this heterogeneity was caused by differential FGF signaling between cell types, we analyzed the expression of the FGF target genes *Spry4*, *Dusp4*, *Dusp6* and *Etv4* (Kalkan et al., 2019; Morgani et al., 2018b; Fig. 5A-C). Expression of these genes was variable across all cells (Fig. 5A) and, as expected, increased with exogenous FGF2 dose (Fig. 5B). 

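The FGF target genes Spry4, Dusp4, Dusp6 and Etv4 together had 19.3 CPM with the FGFRi, 70.3 CPM at 0 ng/ml FGF2, 119 CPM at 0.75 ng/ml, 162 CPM at 3 ng/ml and 175 CPM at 12 ng/ml. Their sum changed by 1.32 on the log2 scale from 0 to 12 ng/ml (interval 1.26 to 1.37), or by 1.40 with at most 5% mitochondrial UMIs, the setting that moved it most. Spry4 (ENSMUSG00000024427, chromosome 18, 38586247 to 38601415) rose from 0.565 CPM with the FGFRi to 5.88, 13.6, 19.7 and 25.6 CPM along the doses, and Etv4 from 1.38 to 15.9, 26.5, 40.5 and 46.4 CPM. Dusp6 increased at each step, from 8.28 CPM with the FGFRi to 24.4 CPM at 0 ng/ml and 42.6 CPM at 12 ng/ml. Dusp4 was found at 9.07 CPM with the FGFRi, 24.1 CPM at 0 ng/ml, 64.2 CPM at 3 ng/ml and 60.4 CPM at 12 ng/ml.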

FGF target gene expression also differed strongly between clusters (Fig. 5C). This variability of target gene expression between clusters also held true when analyzed separately for each of the FGF stimulation regimes (Fig. 5D). Thus, even upon homogeneous exogenous FGF stimulation, cells show heterogeneous signaling responses. This was not due to differential receptor expression, as the main FGF receptor *Fgfr1* was expressed more evenly than the FGF target genes, both across treatment regimes and clusters, and other Fgfr genes were not strongly expressed (Fig. 5B-D). However, when we extended our analysis to the expression of endogenous FGFs, we found that expression of *Fgf3*, *Fgf4*, *Fgf8* and *Fgf17* clearly increased with exogenous FGF dose (Fig. 5B). Furthermore, their expression was mainly associated with clusters 0, 1 and 4, when analyzing the complete dataset (Fig. 5C) as well as within each stimulation regime (Fig. 5D). This indicates that exogenous FGF2 stimulation triggers endogenous FGF signaling. It also raises the possibility that a positive feedback based on short-range endogenous FGF signaling amplifies initial heterogeneities locally and eventually leads to the observed cell type heterogeneity.

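In the 6 clusters defined without the figure genes, the summed level of the 4 target genes was 98.2 CPM in cluster 0, 147 CPM in cluster 1, 148 CPM in cluster 2, 29.9 CPM in cluster 3, 218 CPM in cluster 4 and 48.0 CPM in cluster 5. The highest level was thus 7.30 times the lowest, and between 3.398 and 10.1 times over 15 other clusterings. For the single genes this ratio was 15.6 for Spry4, 13.1 for Etv4, 7.99 for Dusp4 and 5.58 for Dusp6. Cluster 3, where the sum was lowest, held 89.8% of FGFRi-treated cells.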

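Within single libraries, clusters with at least 50 cells were compared. The highest summed target gene level over the lowest was 1.44 across 3 clusters of the FGFRi library, 6.75 across 5 clusters at 0 ng/ml FGF2, 2.64 across 6 clusters at 0.75 ng/ml, 1.50 across 4 clusters at 3 ng/ml and 1.57 across 4 clusters at 12 ng/ml. At 0 ng/ml the sum went from 18.5 CPM in cluster 5 to 125 CPM in cluster 1, and at 12 ng/ml from 152 CPM in cluster 2 to 239.8 CPM in cluster 4.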

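Fgfr1 (ENSMUSG00000031565, chromosome 8, 25513654 to 25575718) was measured at 55.5 CPM with the FGFRi (interval 53.4 to 57.7), 64.7 CPM at 0 ng/ml FGF2, 60.3 CPM at 0.75 ng/ml, 61.9 CPM at 3 ng/ml and 72.3 CPM at 12 ng/ml (70.3 to 74.3). The highest level was 1.30 times the lowest across libraries, against 45.4 times for Spry4, 33.6 for Etv4, 7.07 for Dusp4 and 5.14 for Dusp6. Across the clusters defined without the figure genes Fgfr1 ranged from 54.1 CPM in cluster 1 to 70.3 CPM in cluster 4. The ratio for Fgfr1 stayed below that for the summed target genes in each of the 15 other clusterings, and came closest to it at resolution 0.2, with 2.62 against 3.41. Within libraries, Fgfr1 varied 1.27-fold with the FGFRi, 1.39-fold at 0 ng/ml, 2.08-fold at 0.75 ng/ml, 1.29-fold at 3 ng/ml and 1.66-fold at 12 ng/ml across clusters. The summed target genes varied 1.44-fold, 6.75-fold, 2.64-fold and 1.50-fold in the first 4 of these libraries, but less than Fgfr1 at 12 ng/ml, with 1.57-fold. When clustered on all variable genes, the order at 12 ng/ml was the opposite, with 1.37-fold for the target genes and 1.27-fold for Fgfr1. Of the other receptor genes, Fgfr2 was found at 26.7 CPM with the FGFRi and 13.9, 9.38, 3.81 and 1.94 CPM along the doses. Fgfr3 did not exceed 1.57 CPM and Fgfr4 did not exceed 0.063 CPM in any library.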

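Together, the 4 ligand genes were found at 2.72 CPM with the FGFRi, 43.1 CPM at 0 ng/ml FGF2, 112 CPM at 0.75 ng/ml, 245 CPM at 3 ng/ml and 249 CPM at 12 ng/ml. From 0 to 12 ng/ml the sum rose by 2.53 on the log2 scale (interval 2.47 to 2.59), or by 2.64 with at most 5% mitochondrial UMIs, the setting that moved it most. Fgf8 (ENSMUSG00000025219, chromosome 19, 45736798 to 45742915) made up most of it, with 2.43 CPM with the FGFRi and 24.5, 72.3, 156 and 160.4 CPM along the doses. Fgf3 rose from 3.61 CPM at 0 ng/ml to 29.2 CPM at 12 ng/ml, Fgf4 from 0.669 to 10.1 CPM and Fgf17 from 14.3 to 48.9 CPM. With the FGFRi, Fgf3 stood at 0.0836 CPM and Fgf17 at 0.209 CPM, and Fgf4 had no UMI. Between 3 and 12 ng/ml, Fgf17 and Fgf4 did not rise further, with 50.4 and 11.4 CPM at 3 ng/ml.

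After thinning to equal depth, 0.823% of FGFRi-treated cells had an Fgf8 UMI, and 8.37%, 22.1%, 42.7% and 41.9% of cells along the FGF2 doses. In cluster 3, where Fgf8 was lowest, the share was 0.673% of 297 cells at 0 ng/ml (interval 0.0817% to 2.41%) and 0.262% of 1528 cells in the FGFRi library itself (0.0714% to 0.669%). At 12 ng/ml it was 3.45% of 29 cells (0.0873% to 17.8%), or 10.3% without thinning. These cells are too few to limit free RNA closely where Fgf8 was high. The level of Fgf8 in the 72 cells of cluster 1 of the FGFRi library was 31.2 CPM.

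**Figure D5:**
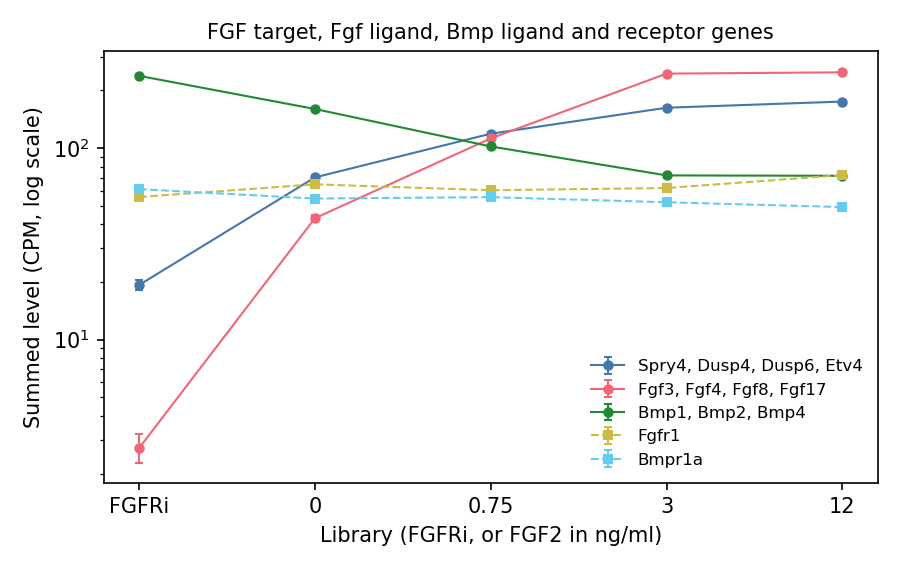
Summed CPM of the FGF target genes, the Fgf ligand genes and the Bmp ligand genes, and CPM of Fgfr1 and Bmpr1a, in each library, on a logarithmic axis with exact Poisson 95% intervals. Fgf ligand genes rise from 2.72 CPM with the FGFRi to 249 CPM at 12 ng/ml FGF2, and Bmp ligand genes drop from 238 to 71.7 CPM.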

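Defined without the figure genes, clusters 4, 2 and 1 had the highest summed Fgf ligand levels, with 415, 221 and 206 CPM. Cluster 0 had 40.1 CPM, cluster 5 had 6.78 CPM and cluster 3 had 1.26 CPM. These cluster numbers are by size and do not correspond to those of Fig. 3E. Cluster 4 held 0.825% of the cells at 0 ng/ml FGF2, 7.67% at 0.75 ng/ml, 16.9% at 3 ng/ml and 17.0% at 12 ng/ml. Within libraries, the highest summed level was found in cluster 1 with the FGFRi (31.2 CPM), in cluster 2 at 0 ng/ml (150.1 CPM), and in cluster 4 at 0.75, 3 and 12 ng/ml (360.005, 431 and 435 CPM). Across clusters of 1 library the highest sum exceeded the lowest 41.2-fold with the FGFRi, 78.3-fold at 0 ng/ml, 144-fold at 0.75 ng/ml, 5.74-fold at 3 ng/ml and 5.20-fold at 12 ng/ml.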

**Fig. 5.**
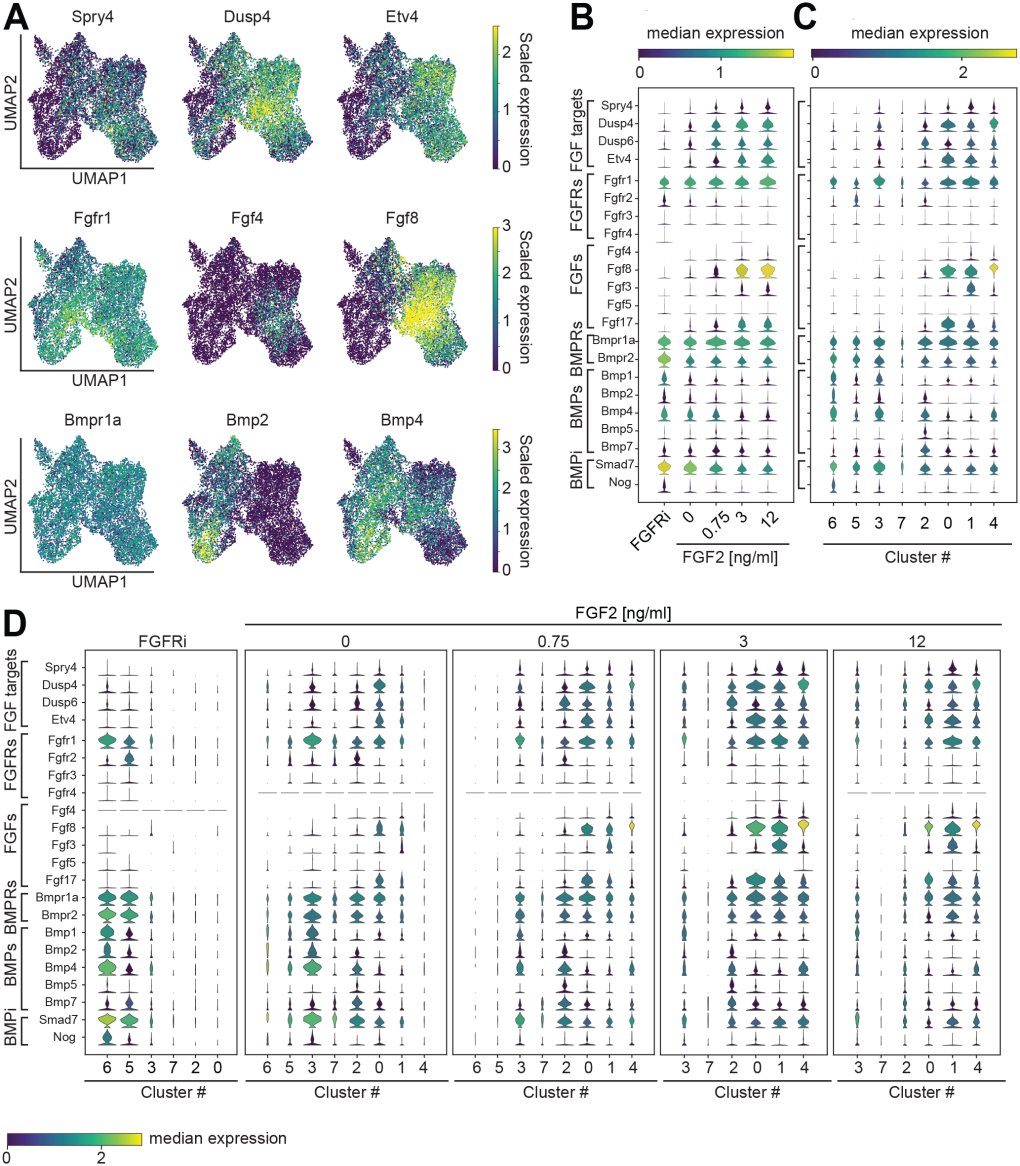
**Cluster-specific expression of signaling genes suggests establishment of discrete signaling states *in vitro*.** (A) Single-cell expression of FGF target genes *Spry4*, *Dusp4*, *Etv4* (top row), FGF signaling genes *Fgfr1*, *Fgf4* and *Fgf8* (middle row), and BMP signaling genes *Bmpr1a*, *Bmp2* and *Bmp4* (bottom row). Single cells are represented on the same UMAP plot as in Fig. 3D; expression levels of the individual genes are color coded. (B) Stacked violin plots showing the expression of a panel of genes associated with FGF and BMP signaling for each of the FGF signaling regimes. (C) Expression levels of the same genes as in B, but segregated according to clusters identified in Fig. 3E. (D) Expression levels of the same genes as in B, but divided by treatment condition and grouped by the clusters identified in Fig. 3E. Width of the violin plots in B-D indicates the number of observations; their color reflects the median expression of the selected gene for the cells contained in each observation.

Next, we asked how exogenous FGF affected the expression of Bmp, Wnt and Nodal signaling genes. Similar to the pattern of *Fgfr1* expression, *Bmpr1a* was expressed to a similar degree in all experimental conditions and clusters (Fig. 5A-C). 

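Bmpr1a (ENSMUSG00000021796, chromosome 14, 34410734 to 34503341) was measured at 61.1 CPM with the FGFRi (interval 58.9 to 63.3), 54.5 CPM at 0 ng/ml FGF2, 55.4 CPM at 0.75 ng/ml, 52.1 CPM at 3 ng/ml and 49.2 CPM at 12 ng/ml (47.6 to 50.9). The highest level was 1.24 times the lowest across libraries. In the clusters defined without the figure genes, it lay between 45.7 CPM in cluster 4 and 59.9 CPM in cluster 3, a ratio of 1.31, and of between 1.15 and 1.42 over 15 other clusterings.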

The expression of several Bmp ligand genes such as *Bmp1*, *Bmp2* and *Bmp4*, in contrast, decreased with increasing exogenous FGF, and was strongest in clusters 6, 3 and 2 (Fig. 5A-C). 

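Summed over Bmp1, Bmp2 and Bmp4, the level was 238 CPM with the FGFRi, 159.98 CPM at 0 ng/ml FGF2, 102.0 CPM at 0.75 ng/ml, 72.0 CPM at 3 ng/ml and 71.7 CPM at 12 ng/ml. The paper names Bmp1 among the Bmp ligand genes, and it was kept in this sum without a check that it encodes a ligand. From 0 to 12 ng/ml the sum fell by 1.16 on the log2 scale, and by 1.19 with the 5% of cells of the highest doublet scores left out, the setting that moved it most and one chosen after seeing the data. Bmp2 decreased at each step, from 92.5 CPM with the FGFRi to 52.7, 26.2, 13.3 and 10.3 CPM. Bmp4 (ENSMUSG00000021835, chromosome 14, 46383520 to 46390669) went from 86.5 to 76.2, 58.1, 44.2 and 42.3 CPM. Bmp1 stood at 59.3, 31.1, 17.7 and 14.5 CPM up to 3 ng/ml, and at 19.0 CPM at 12 ng/ml. The share of cells with a Bmp4 UMI, thinned to equal depth, was 28.6% with the FGFRi, 25.2%, 18.6% and 15.9% at 0, 0.75 and 3 ng/ml, and 15.4% at 12 ng/ml. In cluster 5, where Bmp4 was lowest, it was 3.33% of the 120 cells at 0 ng/ml. Over the clusters defined without the figure genes, the summed level was highest in cluster 3 (299 CPM) and cluster 0 (139 CPM), and was 88.5, 47.4, 37.6 and 33.5 CPM in clusters 4, 1, 5 and 2. The ratio of highest to lowest was 8.92, and lay between 6.72 and 9.29 over the other clusterings.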

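Bmpr2 (ENSMUSG00000067336, chromosome 1, 59763400 to 59879014) was measured at 82.0 CPM with the FGFRi (interval 79.5 to 84.6) and at 41.7 CPM at 0 ng/ml FGF2 (40.1 to 43.4). Its level was 35.8 CPM at 0.75 ng/ml, 32.5 CPM at 3 ng/ml (31.2 to 34.0) and 34.2 CPM at 12 ng/ml (32.8 to 35.6). Between 0 and 12 ng/ml it fell by 0.29 on the log2 scale. Across the clusters defined without the figure genes, Bmpr2 went from 28.3 CPM in cluster 1 to 79.5 CPM in cluster 3, a 2.81-fold range, against 15.0-fold for Bmp4.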

*Bmpr2* expression also decreased with FGF signaling levels, but its expression was not as cluster specific as that of the Bmp ligand genes (Fig. 5B,C). The expression of core Bmp signaling genes is thus anticorrelated with that of Fgf ligand genes. This mutually exclusive expression of Bmp and Fgf ligand genes by individual cells could act to locally separate their opposing activities in promoting more proximal and more distal fates, respectively.

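Among the clusters of 1 library, the summed Bmp ligand level was highest in cluster 3 with the FGFRi, at 0 ng/ml and at 0.75 ng/ml FGF2 (254, 414 and 449 CPM), and in cluster 0 at 3 and 12 ng/ml (134 and 153 CPM). In none of the libraries was this the cluster with the highest Fgf ligand level. For Bmp4 alone the 2 coincided at 3 ng/ml, where Bmp4 was at 74.2 CPM in cluster 4 (69.3 to 79.3) and 70.1 CPM in cluster 0 (65.8 to 74.6). Cluster 4 combined the highest Fgf ligand level over all libraries with a Bmp4 level of 75.9 CPM, near the 75.99 CPM of cluster 0. Among other genes of the Bmp pathway, Smad7 fell from 123 CPM with the FGFRi to 100.4 CPM at 0 ng/ml and 55.4 CPM at 12 ng/ml. Nog fell from 44.04 to 13.03 and 4.66 CPM over the same libraries. Others did not follow this order. Bmp7 stood at 24.1, 23.2, 26.4, 23.2 and 20.4 CPM from the FGFRi to 12 ng/ml, Smad6 at 8.11, 9.87, 10.6, 8.87 and 8.24 CPM, and Bmp5 at 3.39, 4.07, 8.68, 6.75 and 2.74 CPM. Whether such a gene promotes or restrains BMP signaling was not considered, so these levels do not give the strength of the signaling.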

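To compare ligand expression cell by cell, every cell was thinned to 5000 UMIs, and cells with at least 1 UMI of Fgf3, Fgf4, Fgf8 or Fgf17 and of Bmp1, Bmp2 or Bmp4 were counted. Bmp1 was counted as a Bmp ligand gene because the paper names it so. No count left out Bmp1 alone. At 12 ng/ml FGF2, 57.2% of cells had an Fgf ligand UMI, 22.4% a Bmp ligand UMI and 10.9% both, against 12.8% if both had been distributed independently. The observed share was thus 0.852 times the share from independence (interval of the joint share over the expectation, 0.756 to 0.954). This ratio was 0.592 at 0 ng/ml (0.445 to 0.771), 0.824 at 0.75 ng/ml (0.721 to 0.936) and 0.821 at 3 ng/ml (0.723 to 0.927). For the FGFRi library it was 1.19 (0.596 to 2.13), with only 17 Fgf-positive cells. Among Fgf-positive cells at 0 ng/ml, 23.2% had a Bmp ligand UMI, against 41.8% of Fgf-negative cells. At 12 ng/ml these shares were 19.0% and 26.8%. Within the clusters defined without the figure genes, the ratio at 12 ng/ml was 0.850 in cluster 0, 0.939 in cluster 1, 0.906 in cluster 2 and 0.963 in cluster 4. In these 4 clusters it was 1.016, 1.017, 0.948 and 1.050 at 0.75 ng/ml, and 0.837, 0.957, 0.929 and 0.999 at 3 ng/ml. At 0 ng/ml it was 0.821, 0.931 and 1.006 in clusters 0, 1 and 2. Each of these intervals included 1. In cluster 4 of the 12 ng/ml library, 24.5% of cells had UMIs of both ligand families. Independent simulated genes gave a ratio of 0.995 at the depths of the 12 ng/ml library. With at least 2 UMIs asked of each family the ratio was 0.553 at 0.75 ng/ml and 0.552 at 3 ng/ml. It was 0.650 at 0 ng/ml (0.297 to 1.23) and 0.796 at 12 ng/ml (0.573 to 1.08), with intervals that include 1, and 0 in the FGFRi library, where 2 cells were Fgf-positive. Without thinning it was 0.886 at 0 ng/ml, and for Fgf8 and Bmp4 alone it was 1.04 at 12 ng/ml (0.888 to 1.20).

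**Figure D6:**
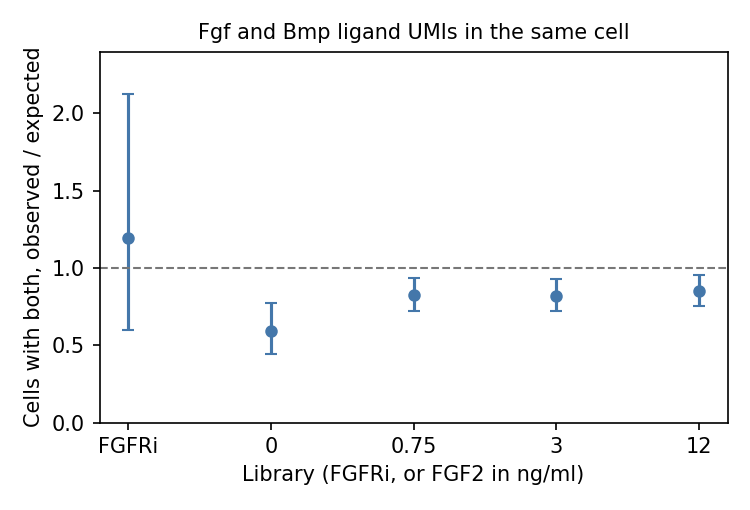
Observed share of cells with UMIs of both an Fgf and a Bmp ligand gene over the share from independence, per library after thinning to 5000 UMIs, with intervals from the exact binomial interval of the joint share; the dashed line marks 1. The ratio is 0.592 at 0 ng/ml FGF2 and between 0.821 and 0.852 at the higher doses.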

Finally, we extended our analysis to components of the Wnt and Activin/Nodal signaling systems and found a similar pattern of broad, FGF-independent receptor expression and FGF-regulated, cluster-specific ligand expression (Fig. S6). The Wnt receptor gene *Lrp6*, for example, was homogeneously expressed in all clusters and conditions, in contrast to several Wnt ligand genes: *Wnt3*, *Wnt4* and *Wnt6* expression decreased with exogenous FGF dose, whereas *Wnt3a*, *Wnt5a* and *Wnt5b* expression increased with FGF2 dose. 

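Lrp6 (ENSMUSG00000030201, chromosome 6, 134446476 to 134566965) was measured at 39.6 CPM with the FGFRi (interval 37.8 to 41.4), and at 43.2, 47.8, 47.1 and 48.1 CPM along the FGF2 doses. The highest level was 1.21 times the lowest across libraries and 1.58 times across the clusters defined without the figure genes. Wnt3, Wnt4 and Wnt6 together decreased from 367 CPM with the FGFRi and 280.5 CPM at 0 ng/ml to 201, 100.98 and 88.2 CPM, a log2 change of -1.67 from 0 to 12 ng/ml, or of -1.78 when every cell was given the same weight. Wnt6 (chromosome 1, 74771892 to 74785322) fell from 126 CPM at 0 ng/ml to 42.0 CPM at 12 ng/ml and Wnt4 from 134 to 31.7 CPM. Wnt3 (chromosome 11, 103774150 to 103817957) stood at 50.0 CPM with the FGFRi, at 20.6, 14.9 and 10.8 CPM up to 3 ng/ml, and at 14.6 CPM at 12 ng/ml. The sum of Wnt3a, Wnt5a and Wnt5b increased from 44.01 CPM with the FGFRi to 93.5, 144 and 195 CPM up to 3 ng/ml, and was 181 CPM at 12 ng/ml. Between 3 and 12 ng/ml it changed by -0.11 on the log2 scale. Wnt3a (chromosome 11, 59248033 to 59290752) had no UMI with the FGFRi, and rose from 1.23 CPM at 0 ng/ml to 12.7 CPM at 3 ng/ml and 11.4 CPM at 12 ng/ml. Across clusters, the highest level exceeded the lowest 13.2-fold for the falling and 11.1-fold for the rising Wnt ligand genes.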

Expression of Nodal signaling genes was overall low, and expressing cells were predominantly found in clusters 3 and 4. These clusters contain many less differentiated cells (Fig. 4E′,H′), consistent with Nodal's role in maintaining pluripotency (Guzman-Ayala et al., 2004; Mesnard et al., 2006). 

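Nodal (ENSMUSG00000037171, chromosome 10, 61417972 to 61425338) was measured at 5.90 CPM with the FGFRi and at 6.21, 5.54, 6.22 and 8.15 CPM along the FGF2 doses, with 8.15 CPM at 12 ng/ml (interval 7.50 to 8.85) above each other library. The share of cells with at least 1 Nodal UMI was 10.1% with the FGFRi, 10.5%, 9.32% and 9.65% at 0, 0.75 and 3 ng/ml, and 11.1% at 12 ng/ml. The co-receptor gene Tdgf1 and the inhibitor genes Lefty1 and Lefty2 were found at up to 16.6, 21.2 and 11.9 CPM, each at 12 ng/ml. Among the Activin receptor genes, Acvr2b was the highest, with 37.3 CPM with the FGFRi and 73.4 CPM at 12 ng/ml. In the clusters defined without the figure genes, Nodal was highest in cluster 4 (16.7 CPM), cluster 0 (10.2 CPM) and cluster 3 (7.08 CPM), and lowest in cluster 1 (0.963 CPM).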

Taken together, our analysis of the expression of signaling genes suggests that populations of differentiating cells can autonomously generate distinct signaling environments.

### Pulsed FGF exposure is sufficient to maintain FGF signaling and T/Bra expression

Finally, we set out to probe the existence of an intercellular positive FGF feedback loop in cell communities, and its role in cell differentiation. We treated cells with FGF2 for one or two consecutive days at different times during the full 3-day differentiation protocol (Fig. 6A), and first used the expression of the T/Bra:mCherry reporter in the SBR line (Deluz et al., 2016) as a read-out of FGF-dependent differentiation. Only few reporter-positive cells were detected when cells were exposed to exogenous FGF2 during day 1 or day 3, but FGF treatment during day 2 strongly increased the proportion of reporter-positive cells, to levels similar to those obtained for 2-day and continuous treatment regimes (Fig. 6B,C). This indicates that cells become competent to respond to FGF treatment with upregulation of T/Bra only on day 2. This behavior extended to CDX2 and HAND1 expression, which was broadly similar following pulsed FGF treatment on day 2 and continuous FGF stimulation (Fig. 6D,E). Although we cannot rule out that the timing of FGF exposure could result in more subtle changes to differentiation trajectories that are not reflected in the expression of a small set of markers, these results suggest that continuous FGF stimulation and pulsed treatment on day 2 lead to the differentiation of cells with a similar identity.

**Fig. 6.**
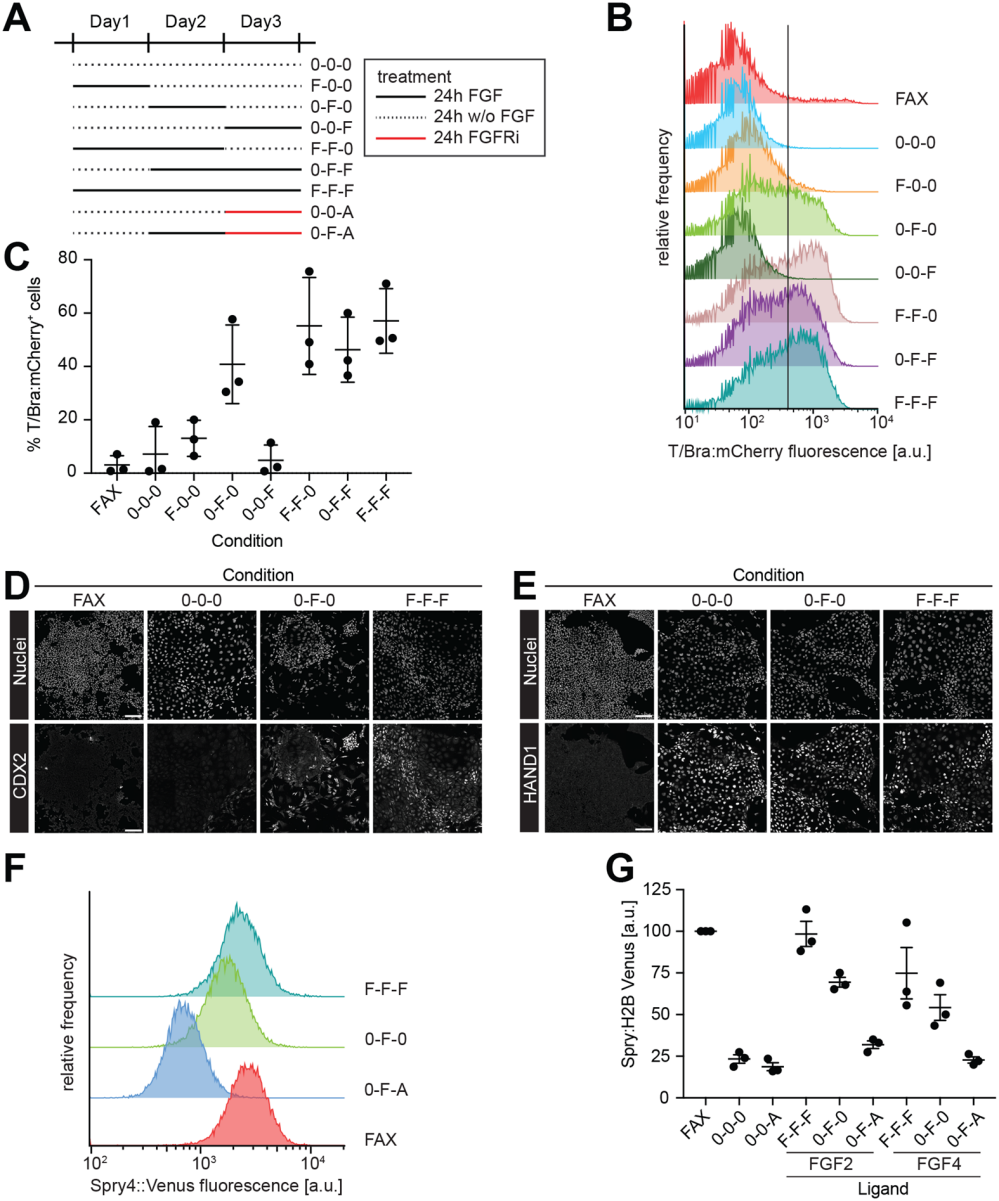
**Differentiation and signal transduction upon pulsed FGF treatment.** (A) Schematic of timed FGF signaling experiments. Solid black lines represent treatment with 6 ng/ml FGF2 or 12 ng/ml FGF4 (F), dashed black lines indicate periods without FGF treatment (0), and solid red lines indicate treatment with 30 nM AZD4547 (FGFRi) (A). The concentrations of Chi and BMP4 were kept at 1 µM and 8 ng/ml as in previous experiments. (B) Representative flow cytometry measurements of T/Bra:mCherry expression in the SBR reporter line differentiated according to the experimental scheme in A, using FGF2 as a ligand. Vertical line indicates the threshold between reporter-positive and -negative cells. (C) Quantification of the percentage of T/Bra:mCherry-positive cells from *n*=3 independent experiments measured as in B. Error bars indicate s.e.m. (D,E) Immunostaining for CDX2 (D) and HAND1 (E) of SBR reporter cells differentiated according to the experimental scheme in A, using FGF2 as a ligand. Scale bars: 100 μm. (F) Representative flow cytometry measurements of a Spry4:H2B-Venus reporter line differentiated with timed exposure to FGF2. Treatment regimes are labeled according to the scheme in A. (G) Quantification of mean Spry4:H2B-Venus fluorescence intensity in cells treated as in F, with 6 ng/ml FGF2 or 12 ng/ml FGF4, measured by flow cytometry. Measurements in individual experiments were normalized to the mean intensity in EpiSCs grown in FAX medium. Data from *n*=3 independent experiments, error bars indicate s.e.m.

The strong similarity of T/Bra reporter expression in cultures treated for day 2 only compared to cultures treated on both day 2 and day 3 could mean that FGF signaling is only required for a short period of time, or that FGF signaling maintains itself in the population via a positive feedback triggered by pulsed FGF stimulation at day 2. We tested this possibility by pulsed FGF treatment of a Spry4:H2B-Venus reporter cell line that is a faithful transcriptional read-out for FGF signaling (Morgani et al., 2018b). Expression levels of this reporter were similar in EpiSCs growing in the FGF2-containing FAX medium, and in cells grown for 3 days in FGF-containing differentiation medium (Fig. 6D,E). Reporter expression was strongly reduced in differentiating cultures that were not treated with FGF, and those expression levels could not be further reduced by FGFRi treatment (Fig. 6E). Upon pulsed FGF treatment on day 2 (0-F-0 condition), reporter fluorescence reached 69.4±2.9% (mean±s.e.m., *n*=3) and 54.2±7.7% of the value in EpiSCs for FGF2 and FGF4, respectively. However, when the FGF pulse on day 2 was followed by FGFRi treatment on day 3 (0-F-A condition), reporter fluorescence was more than halved compared to the 0-F-0 condition, reaching only 31.8±2.3% and 22.8±1.9% of EpiSC levels for FGF2 and FGF4, respectively (Fig. 6F,G). This suggests that differentiating cultures maintain FGF signaling following pulsed exposure to FGF. Even though we cannot rule out that residual recombinant FGF bound to the extracellular matrix contributes to the ongoing signaling, this observation is consistent with the activity of a positive intercellular FGF feedback loop in stem cell cultures.

## DISCUSSION

Here, we apply single-cell analysis methods to dissect how FGF and BMP signaling interact to regulate cell type diversity during mesoderm differentiation. We delineate opposing functions of these two signaling systems in mesoderm differentiation from EpiSCs, comprehensively identify FGF-dependent and -independent mesodermal cell types, and demonstrate that exogenous FGF dose governs the proportions of cell types. Based on the expression of signaling genes in our single-cell dataset, we propose an intercellular positive feedback loop centered on FGF signaling, which opposes BMP ligand expression, forming a signaling network that may contribute to mesoderm differentiation and patterning.

By integrating our data with high-resolution single-cell transcriptomic maps of embryo development (Grosswendt et al., 2020; Pijuan-Sala et al., 2019), we could characterize the heterogeneous outcome of *in vitro* differentiation in a more unbiased way and with finer resolution than standard marker-based approaches. Consistent with a previous study that applied a similar approach to scRNAseq data from human embryonic stem cells differentiated on micropatterns (Minn et al., 2020), we find that a wide range of embryonic cell types differentiate *in vitro*. Working with murine cells, the high time resolution of the reference datasets allows us to exactly pinpoint the developmental stage of the *in vitro* differentiated cells. This analysis indicates that, at intermediate FGF doses, differentiation pace *in vitro* is the same as in the embryo, in contrast to results from a previous study by Morgani et al., which suggested that cell differentiation *in vitro* is slower than in the embryo (Morgani et al., 2018a). Different starting cell populations may be the cause for these discrepancies. Furthermore, our analysis revealed that FGF signaling levels can impact differentiation speed *in vitro*, with high FGF levels favoring the maintenance of less differentiated cells and low FGF levels leading to more advanced cell types.

Studying mesoderm differentiation with stem cells offers opportunities for long-term signaling manipulation that are not available in the embryo. We exploit these opportunities to identify a cohort of proximal mesodermal subtypes, such as amnion, mesenchyme, haemato-endothelial progenitors and pharyngeal mesoderm, that can differentiate in the absence of FGF signaling, in contrast to mesodermal subtypes, such as lateral plate, intermediate and somitic mesoderm, that differentiate more distally. A proximo-distal transition from FGF-dependent to FGF-independent mesoderm has initially been suggested from the phenotypes of *Fgfr1*- and *Fgf8*-mutant embryos (Ciruna et al., 1997; Deng et al., 1994; Sun et al., 1999; Yamaguchi et al., 1994), but the complexity of the embryonic environment, as well as the interplay of cellular migration and differentiation defects, precluded the exact mapping of this transition.

A key result of the present work is that BMP and FGF signaling have opposing functions in the allocation of mesodermal cell fates, mirroring the function of these signals in protocols for the differentiation of neuromesodermal precursor cells (Edri et al., 2019a,b). Consistent with BMP-FGF antagonism, phenotypes arising from loss of BMP signaling can be rescued by inhibition of FGF signaling (Miura, 2006). How then is the antagonism between these two signaling systems mediated molecularly? FGF signaling can inhibit BMP signal transduction via phosphorylation of the linker region in SMAD proteins (Eivers et al., 2008; Pera et al., 2003), and BMP-induced expression of ID proteins can modulate the activity of bHLH factors downstream of FGF (Row et al., 2018). While these previously identified mechanism operate within single cells, our data suggest an additional – not necessarily exclusive – mechanism that operates at the level of local cell communities via the mutual repression of ligand expression. Similar regulatory interactions between BMP and FGF signaling and ligand expression have been found in the mouse tail and the zebrafish gastrula (Anderson et al., 2016; Fürthauer et al., 2004), indicating that this may be a general mechanism.

If BMP signaling promotes the specification of earlier-differentiating proximal cell types, and FGF signaling that of later-differentiating distal cell types, then how can mesoderm patterning switch between these two signaling modes? In the embryo, BMP signaling from the ExE triggers *Wnt3* expression, which in turn activates *T/Bra* expression in the epiblast (Ben-Haim et al., 2006), and T/BRA finally targets the *Fgf8* promoter (Evans et al., 2012). Thus, FGF signaling in the embryo appears to be activated through a relay mechanism that could create a window of opportunity in which first those cell types differentiate that are BMP dependent and FGF independent, until FGF signaling has built up sufficiently to specify more distal cell types. In our 2D mesoderm differentiation protocol, the proportion of FGF-dependent cell types is relatively low in the absence of exogenous FGF, in contrast to the situation in 3D aggregates in which FGF-dependent paraxial and axial cell types differentiate efficiently upon pulsed stimulation of Wnt signaling without addition of exogenous FGFs (van den Brink et al., 2014, 2020). A possible explanation for this difference is that 3D environments may be more conducive to endogenous cell-cell signaling than 2D systems, although we cannot rule out that the continued presence of BMP4 in our protocol inhibited the differentiation of FGF-dependent distal cell types.

Both single-cell expression data and timed stimulation experiments suggest that FGF signaling during mesoderm differentiation operates in an intercellular positive feedback loop via the upregulation of ligand genes. This feedback loop could be mediated indirectly via upregulation of Wnt signaling by FGFs (Ciruna and Rossant, 2001; Kelly et al., 2004), followed by the activation of *T/Bra* expression downstream of Wnt signaling (Arnold et al., 2000; Yamaguchi et al., 1999) and finally activation of *Fgf8* expression by T/BRA (Evans et al., 2012). Fgf ligand genes and FGF target genes tend to be expressed in the same restricted groups of cells despite widespread *Fgfr1* expression, suggesting that this positive feedback loop operates locally. Spatially restricted, positively autoregulatory cell-cell communication is the basis for the community effect (Bolouri and Davidson, 2010; Saka et al., 2011). The community effect describes a situation in which a critical number of cells in close contact produce and respond to a paracrine signal, ultimately leading this group of cells to differentiate along the same lineage (Gurdon, 1988; Gurdon et al., 1993a,b). The differentiation of muscle progenitors in *Xenopus*, a cell lineage related to the somitic mesoderm that differentiates at high FGF2 concentrations in our work, has been proposed to rely on a community effect based on eFGF (Gurdon et al., 1993a,b; Standley et al., 2001). We therefore speculate that an analogous FGF-based community effect may orchestrate mesoderm differentiation in mammals.

Populations of pluripotent stem cells have a remarkable potential to self-organize into reproducible patterns of differentiated cell types, both in 2D and 3D (Fu et al., 2021; Liu and Warmflash, 2021; Warmflash et al., 2014). It is clear that these processes must be coordinated by cell-cell interactions through mechanical and chemical signals. Most studies to explain self-organized patterning in stem cell models for development have focused on the intercellular organization of the Wnt, BMP and Nodal signaling systems (Chhabra et al., 2019; Etoc et al., 2016; Tewary et al., 2017). Our findings on how FGF signaling is regulated within populations, and how it interfaces with other signaling systems, call for including these connections in future models for cell differentiation and patterning during mammalian gastrulation.

## MATERIALS AND METHODS

### Cell culture

EpiSCs were routinely grown in FAX medium on fibronectin-coated tissue culture plastic. Coating was performed with 20 µg/ml human fibronectin (Merck) in PBS for at least 30 min. FAX medium is N2B27 supplemented with 12 ng/ml FGF2 (Cell Guidance Systems), 25 ng/ml ActivinA (Cell Guidance Systems) and 20 µM XAV939 (Cell Guidance Systems). N2B27 was prepared as a 1:1 mixture of Dulbecco's modified Eagle medium/F12 (PAN Biotech) and Neuropan basal medium (PAN Biotech) with 0.0025% bovine serum albumin (BSA; Gibco), 1× N2 and 1× B27 supplements (Thermo Fisher Scientific), 1× GlutaMAX (Gibco), and 50 μM 2-mercaptoethanol. Cells were split with Accutase (Merck) every 2 days or upon reaching confluency, and replated at a density of 8000-10,000 cells/cm^2^. For mesoderm differentiation, EpiSCs were seeded at a density of 1300-2000 cells/cm^2^. The day after seeding, medium was changed to N2B27 supplemented with growth factors and small-molecule inhibitors: CHIR99201 (Merck), murine BMP4 (PeproTech), FGF2 (Cell Guidance System), FGF4 (PeproTech) or AZD4547 (Selleckchem). During differentiation, medium was changed daily.

### Cell lines

The wild-type EpiSC line used in this study is from a 129 background and was obtained from Dr Jennifer Nichols (Institute of Genetics and Cancer, The University of Edinburgh, Edinburgh, UK). This line has been derived from the epiblast of an E6.5 embryo by culturing on fibronectin-coated dishes in standard EpiSC medium, consisting of 12 ng/ml FGF2 and 25 ng/ml ActivinA in N2B27. The SBR Sox1-T/Bra reporter cell line and the Spry4 H2B-Venus reporter cell line have previously been described (Deluz et al., 2016; Morgani et al., 2018b). Both lines were transitioned from their original culture media to an EpiSC state by culturing for at least eight passages in FAX medium. All cell lines were regularly tested for mycoplasma contamination.

### Immunostaining

Cells for immunostainings were cultured on eight-chamber µ-slides (ibidi) and processed as previously described (Schröter et al., 2015). Primary antibodies used were anti-NANOG 1:200 (Thermo Fisher Scientific, eBioMLC-51), anti-T/BRA 1:200 (R&D Systems, AF2085), anti-HAND1 1:200 (R&D Systems, AF3168), anti-TBX6 1:200 (R&D Systems, AF4744) and anti-CDX2 1:250 (BioGenex, MU392A-5UC). Secondary antibodies coupled with appropriate AlexaFluor dyes were from Thermo Fisher Scientific and used at 1:500 dilution.

### Imaging and image analysis

Live cells were imaged on an Axiovert 40 brightfield microscope equipped with a Leica MC 170 HD camera. Fluorescence imaging was performed on a Leica Sp8 confocal microscope with a 63× oil immersion objective. Bigger fields of view were imaged using the multi-tile settings of the Leica software, with 10% overlap between single tiles, followed by stitching with the BigStitcher plug-in in Fiji (Hörl et al., 2019; Schindelin et al., 2012). Nuclei were segmented with the Fiji plug-in StarDist (Schmidt et al., 2018 preprint), using a custom-trained model. Training data for the model were obtained by first generating masks of Hoechst-stained nuclei with the pre-trained StarDist model ‘Versatile (fluorescent nuclei)’, followed by manual correction. The custom model was then trained on the StarDist 2D ZeroCostDL4Mic platform (v 1.12) (von Chamier et al., 2021) for 40 epochs on seven paired image patches, starting from the pretrained model ‘Versatile (fluorescent nuclei)’. This custom-trained model was used on the Hoechst channel to determine regions of interest (ROIs) corresponding to individual nuclei. To check for correct segmentation, the ROIs were projected onto the nuclear channel, and any segmentation mistakes were manually corrected. The ROIs were then used to retrieve fluorescence intensities for each of the marker channels. On average, eight independent fields of view were analyzed per experiment and condition to capture the spatial variability of the expression of the chosen differentiation markers. The data were further analyzed and plotted with custom scripts written in Python. Thresholds between marker-expressing and non-expressing cells were determined by fitting a two-component Gaussian mixture model to the distribution of fluorescence intensities. Cells were considered marker positive if they belonged to the component with the higher expression levels with a greater than 70% probability, otherwise they were considered marker negative.

### Reverse transcription (RT)-qPCR

Cells for RT-qPCR analysis were detached from the culture vessel using Accutase, centrifuged and either processed immediately or snap-frozen in liquid nitrogen for long-term storage at −80°C. RNA was isolated from cell pellets with TRIZOL (Thermo Fisher Scientific) according to the manufacturer's instructions. Following spectrophotometric quality control and quantification, the RNA was diluted to a concentration of 100 ng/μl and stored at −80°C. RT-qPCR was performed with a Luna Universal One-Step RT-qPCR Kit (New England Biolabs) according to the manufacturer's instruction on an iQ5 Real-Time PCR System (Bio-Rad). Primer pairs used are provided in Table S3. For each primer pair, we determined the efficiency of amplification with a titration series of template. For each sample, we ran three replicates per condition for the housekeeping genes and two replicates for the marker genes. The fold change in transcript levels was calculated for each primer pair as

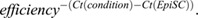
To determine this fold change, we used the same Ct(EpiSC) for all experiments, which had been determined on an independent plate. The fold change of each marker gene was then normalized by dividing through the geometric mean of the fold change of the two housekeeping genes. Finally, to compare concentration-dependent behavior between transcripts, we normalized values for each transcript within a concentration series to their highest expression value.

### Western blotting

Cell samples for immunoblotting were washed twice with ice-cold PBS supplemented with 1 mM orthovanadate, and then incubated with lysis buffer. Lysis buffer was prepared fresh by supplementing a commercially available cell lysis buffer (Cell Signaling Technology) with complete EDTA-free protease inhibitor cocktail (Roche), phosphatase inhibitor cocktail 2 and 3 (Sigma-Aldrich), and benzonase (Thermo Fisher Scientific). Cell lysis was aided by scraping, and lysates were collected and snap-frozen in liquid nitrogen. Samples were then analyzed for quality control and quantification with a micro-BCA assay (Thermo Fisher Scientific). Lysates were denatured using a standard Laemelli buffer and boiled for 5 min at 95°C. Samples were then incubated into ice for 5 min, and between 10 µg and 20 μg protein was loaded on a Bis-Tris SDS gel. Gels were run with 1× MOPS buffer (Thermo Fisher Scientific) with fresh sodium bisulphite. After the run, the gels were transferred onto methanol-activated PVDF membranes (Millipore) at 40 V for 90 min with a NuPage transfer system (Thermo Fisher Scientific) and incubated with primary and secondary antibodies for 1 h each. The membranes were imaged with the Odyssey Infrared Imaging System (LI-COR Biosciences). Primary antibodies used were anti-Tubulin 1:5000 (Sigma-Aldrich, T6074), anti-pERK1/2 1:1000 (Cell Signaling Technology, 4370S) and anti-total ERK1/2 1:1000 (Abcam, ab36991). Secondary antibodies used were IRDye-coupled donkey anti-mouse 800 at 1:500 and donkey anti-rabbit 680, both at 1:500 dilution (LI-COR Biosciences).

### In-Cell Western

To obtain the high cell densities required in In-Cell Western experiments, 7000 cells/cm^2^ were seeded in fibronectin-coated 96-well black plates with transparent polystyrene bottom (Corning). Fixation, blocking and incubation with primary antibodies were performed as described for the immunostaining experiments above. Primary antibodies used were anti-HAND1 1:500 (R&D Systems, AF3168), anti-TBX6 1:500 (R&D Systems, AF4744), anti-GATA6 1:1000 (R&D Systems, AF1700) and anti-Tubulin 1:5000 (Sigma-Aldrich, T6074). Secondary antibodies IRDye800-conjugated donkey anti-goat and IRDye680-conjugated donkey anti-mouse (LI-COR Biosciences) were used at 1:500 dilution and incubated in the dark for 1 h. Fluorescence signals were acquired with an Odyssey Infrared Imaging System (LI-COR Biosciences), and ROIs corresponding to individual wells were selected in the images with the Fiji plugin MicroArray Profile. Signal intensities for proteins of interest were normalized against the anti-Tubulin signal.

### Flow cytometry

Cells for flow cytometry were cultured in six-well plates, detached with Accutase, centrifuged, and either resuspended in PBS supplemented with 1% BSA for immediate analysis or fixed in 4% paraformaldehyde at room temperature for 15 min, followed by centrifuging and resuspending in PBS with 1% BSA. Before analysis, cells were passed through a 40 µm cell strainer to obtain single cells and remove cell clumps. Reporter expression in the SBR line was measured in live cells on a BD FACSAria Fusion flow cytometer (BD Biosciences). Spry4:H2B-Venus reporter cells were fixed before measurement and analyzed on a BD LSRII flow cytometer (BD Biosciences). At least 20,000 cells were analyzed per condition. Data were further analyzed in FlowJo (BD Biosciences).

### scRNAseq

Single-cell transcriptomes were generated with a 10x Genomics Chromium Next GEM Single Cell 3′ Reagent Kit v3.1 according to the manufacturer's instructions. Briefly, cells were differentiated for 3 days, detached with Accutase and counted. The cell suspension was diluted to a concentration of 900 cells/μl to recover ∼2000 cells per sample. Cell suspensions were loaded on a Chromium Controller (10x Genomics) to partition cells with gel beads in emulsion. Reverse transcription, cDNA recovery and amplification, and sequencing library construction were performed according to the manufacturer's instructions (10x Genomics ChromiumNextGEMSingleCell_v3.1_Rev_D). We chose 12 PCR cycles for cDNA amplification and 10 PCR cycles for index PCR. Concentration and fragment size of sequencing libraries were determined with a BioAnalyzer High Sensitivity DNA Assay (Agilent). Libraries were sequenced by paired-end Illumina sequencing on a NovaSeq6000 instrument with a read length of 150 bp. We first performed sequencing at shallow depth with a target of 20×10^6^ reads per sample, to estimate the number of cells captured in each sample and to confirm the generation of high-quality single-cell transcriptomes. In a subsequent deeper sequencing run, we adjusted sequencing depth for each sample depending on captured cell number, to a depth between 125×10^6^ and 180×10^6^ reads per sample. Analysis was carried out on data from the deep sequencing run only.

Demultiplexing, alignment to the mouse genome mm10 (GENCODE vM23/Ensembl 98, from 10x Genomics) and read quantification were performed with CellRanger (10× Genomics, v4.0.0). The libraries were saved as annotated dataset objects ( ) with extension ‘.h5ad’. All further analyses were carried out with the Python package * *1.7.0rc1, (Wolf et al., 2018; https://scanpy.readthedocs.io/en/stable/tutorials.html). Briefly, we first performed quality control and preprocessing on each of the five anndata files retrieved from CellRanger separately, filtering out barcodes that had less than 2500 genes per cell, or more than 10% of unique molecular identifiers (UMIs) mapping to mitochondrial genes. Following concatenation, the resulting dataset was normalized to a value of 50,000 reads per cell and log transformed. We selected for highly variable genes, and regressed out effects of total counts per cell and the percentage of mitochondrial genes expressed. Finally, the data for each gene were scaled to unit variance, and single count values exceeding standard deviation 10 were clipped. Dimensionality reduction was performed by first running a principal component analysis, followed by neighborhood analysis and visualization in two dimensions using the UMAP technique (McInnes et al., 2018 preprint). Leiden clustering (Traag et al., 2019) was performed with a resolution of 0.33. Hierarchical clustering and calculation of Pearson correlation scores of aggregated, pseudo-bulk transcriptomes from each condition were performed with the function ‘scanpy.tl.dendrogram’ in Scanpy, using highly variable genes*.* Scanpy was also used to produce density plots, and to visualize the expression of specific genes as violin plots or in the UMAP plot. To produce heatmaps, tabular data from Scanpy were plotted in Prism 7 (GraphPad).

### Dataset integration

Our own single-cell transcriptome data were integrated with two independent published single-cell transcriptome datasets covering the development of the mouse embryo from E6.5 to E8.5. Data from Pijuan-Sala et al. (2019) were retrieved in R with the Bioconductor experimental data package ‘MouseGastrulationData’ available at https://bioconductor.org/packages/release/data/experiment/html/MouseGastrulationData.html. Data from Grosswendt et al. (2020) were obtained from the authors as an R object. Both datasets were translated into a Python anndata object, and processed as described above for our own scRNAseq data. Dataset integration was performed with the ingest function of Scanpy, using exclusively genes that were common between the reference embryo dataset and the *in vitro* dataset. We used the integration to transfer labels describing developmental stage and cell type identity from the reference dataset.

## Supplementary Material

10.1242/biolopen.059941_sup1 Supplementary information Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

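Single-cell RNA sequencing of 5 libraries was re-analyzed, 1 each for mouse EpiSCs differentiated for 3 days with 1 µM Chi and 8 ng/ml BMP4 and with the FGFRi (30 nM AZD4547) or with 0, 0.75, 3 or 12 ng/ml FGF2. The authors' files hold raw UMI counts per gene and cell barcode, from the deep sequencing run and for the barcodes that Cell Ranger called as cells. The lowest number of UMIs of a deposited barcode was 500. The methods name alignment to mm10 with the 10x reference (GENCODE vM23/Ensembl 98) and a Cell Ranger version earlier than the 5.0.1 in the matrix headers. No counts had been normalized, and the filters on cells described in the methods had not been applied to the files. The genes are listed by Ensembl identifier and symbol, and 32158 of the identifiers were matched in GENCODE vM21 on GRCm38, from which positions were taken.

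Barcodes with fewer than 2500 detected genes or more than 10% mitochondrial UMIs were left out, which retained 10653 of 15375 barcodes, and 321559590 UMIs. Levels were computed as UMIs summed over the retained cells of a library divided by the total of their UMIs, in the usual unit of CPM, with exact Poisson 95% intervals, and ratios with exact conditional intervals and no pseudocount. Where a library had no UMI of a gene, a ratio was computed only as a bound against 3 counts. Shares of cells were given with exact binomial intervals, without thinning and with each cell thinned to 5000 or 10000 UMIs. At 10000 UMIs, 39 FGFRi-treated cells and 17, 19, 10 and 9 cells along the FGF2 doses were too shallow and were left out. As there was 1 library per condition, no test between conditions was run, and no p-value or standard error was computed from cells. Genes that changed between libraries were counted by a fixed rule of size, with at least 50 CPM in either library and a ratio of at least 2.

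Clustering and correlation followed the methods in Scanpy 1.11.5 (anndata 0.12.19) under Python 3.11.15. Counts were normalized to 50000 per cell and log-transformed, highly variable genes were chosen at the default limits, total counts and mitochondrial share were regressed out, and values were scaled and clipped at 10. The paper's text names the Leiden resolution of 0.33 but not the number of principal components or neighbors, and the defaults of 50 and 15 were used with random seed 0 (leidenalg 0.10.2, igraph 0.11.9). Clusters were numbered by size and do not correspond to the paper's numbers. Further clusterings left out genes. For the composition of conditions, these were the genes whose CPM differed by 2-fold or more between any of the libraries. For levels per cluster, they were the genes drawn in Figs 3C and 5, genes taken to stand for Fig. S6, and the Hox genes. Ligand co-detection was the share of cells with UMIs of both an Fgf and a Bmp ligand gene over the product of both single shares. TMM factors came from edgeR 4.0.16 in R 4.3.3. NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and Matplotlib 3.10.9 were also used. Scrublet, run per library as implemented in Scanpy, called 38 of the 10653 cells doublets (0.357%). It has not worked at its default threshold, and leaving out its calls says little about doublets.

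The genes named were those the paper names or draws for these data, the Hox genes and members of the marker lists. Also named were the 3 genes with the largest ratio up and down per neighboring pair, with at least 50 CPM in either library. Cdkn2b, Isg15, Psmb8 and the members of the lists in the closing section, apart from Smad7, were chosen after their levels, or those of related genes, had been seen. Marker lists covered epiblast, primitive streak and nascent mesoderm, caudal epiblast and neuromesodermal precursors, presomitic and somitic mesoderm, intermediate and lateral plate mesoderm, pharyngeal and cardiac mesoderm, hemato-endothelial cells, mesenchyme and extraembryonic mesoderm, surface ectoderm, extraembryonic ectoderm, neurectoderm, primordial germ cells and endoderm. Further lists held fibroblast genes, p53 targets, interferon-stimulated genes, immunoproteasome and antigen presentation genes, proliferation genes, and BMP and Wnt target genes. For each list, the median change of log2(CPM + 1), with a pseudocount of 1, over members with at least 5 CPM in any library was set against 10000 random lists of genes matched in level.

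The steps were tested on simulated data at the depths of these libraries. Of 100 genes changed 3-fold or 5-fold, 100 passed the rule of size in each of 4 simulated pairs and 99 for 3 against 12 ng/ml, and no unchanged gene did. The 95% intervals held the true ratio for between 92% and 98% of changed genes. From 1200 cells in 3 simulated groups, 3 clusters were found (adjusted Rand index 0.983). A list of 12 genes raised by 1 on the log2 scale reached percentile 100, and the median percentile of 20 unchanged lists was 57.5.

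The main settings, the alternatives to them, the marker lists and the rule for named genes were fixed before the data were examined, except where the closing section says otherwise. The alternatives were no filter on cells, at least 4000 genes, at most 5% mitochondrial UMIs, Scrublet calls left out, equal weight for every cell, TMM scaling, other limits for changed genes, ribosomal and mitochondrial genes left out, thinning or at least 2 UMIs, resolutions of 0.2 and 0.5, 40 components with 10 neighbors, the 2000 most variable genes, no regression, seeds 1 to 5, the 4 libraries without the FGFRi, and correlations over principal components or over all genes. The embryo reference datasets and the label transfer onto them were not used here. The supplementary tables and figures were not used either, so the genes left out for Fig. S6 were not read from that figure. The imaging, flow cytometry and quantitative PCR experiments were not analysed here.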

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

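In this part, the test on contaminating cells, the p53 targets seen earlier, the fibroblast list, the median of all genes and the levels within clusters of Cdkn2a, Cdkn2b, Psmb8 and Rnf213 were chosen only after the results were seen. The genes below were picked because they stand outside those the paper discusses and had levels above what a count of 0 allows. The libraries held no control samples for them, and Cdkn2b, Isg15 and Psmb8 were chosen after their values were seen.

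Cdkn2a (chromosome 4, 89274471 to 89294653) and its neighbor Cdkn2b (chromosome 4, 89306299 to 89311039) were found at 354 CPM (interval 349 to 359.7) and 177 CPM (173 to 181) in the FGFRi library. Along the FGF2 doses, Cdkn2a stood at 57.5, 9.11, 7.27 and 9.00 CPM, and Cdkn2b at 42.3, 6.13, 2.97 and 4.25 CPM. The FGFRi level was 6.16 times the level at 0 ng/ml for Cdkn2a and 4.18 times for Cdkn2b, with ranges of 5.96 to 6.46 and 4.00 to 4.58 over 7 other settings.

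Several technical explanations are argued against by the tables. A minority of contaminating cells would leave the genes in a minority of barcodes, but 53.03% of FGFRi-treated cells had a Cdkn2a UMI after thinning to 5000 UMIs. This share was 13.1% at 0 ng/ml, and 0.847% of the 118 cells of that library in the cluster with the lowest Cdkn2a level. Transcripts abundant in fibroblasts were low in the FGFRi library, with 50.0 CPM for Col1a2, 28.2 CPM for Col3a1, 24.2 CPM for Col1a1, 2.17 CPM for Dcn and 1.38 CPM for Lum. All 5 of the 8 fibroblast genes that were detected were nevertheless highest in this library, with a median log2 change of -1.47 from FGFRi to 0 ng/ml (percentile 0.01 of random lists). Barcodes of low quality would lose the difference under a stricter filter, and with at least 4000 genes per barcode the Cdkn2a ratio was 6.26. If a few genes had taken most of the counts, all genes would have moved, but the median change of all expressed genes between these libraries was 0.000375.

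Part of the difference went with cell state. Cluster 3 of the clustering without the figure genes, where both genes were highest, held 89.8% of FGFRi-treated cells and 17.5% of cells at 0 ng/ml. Within it Cdkn2a stood at 386 CPM with the FGFRi, 212.7 CPM at 0 ng/ml and 188.1 CPM at 0.75 ng/ml, so that high levels also occurred without the inhibitor. A larger share of this state is argued against as the whole cause for Cdkn2a, which was 1.82 times as high with the FGFRi as at 0 ng/ml within the cluster (interval 1.74 to 1.90), and stays open as a part of it. For Cdkn2b the ratio was 1.23 (1.16 to 1.29), above 1 but below 1.5, the limit used here to argue against a larger share. A larger share of this state therefore cannot be told apart from a higher level per cell for Cdkn2b. Each library came from 1 culture, which limits the reading for both genes.

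Also open is how these levels relate to a p53 response and to fewer dividing cells with the FGFRi. The lists below give no order of events, so either could follow from high Cdkn2a and Cdkn2b levels instead of explaining them. Of 16 p53 targets not seen earlier, 15 were detected, 13 were lower at 0 ng/ml than with the FGFRi, and 10 were highest with the FGFRi. Their median log2 change from FGFRi to 0 ng/ml was -0.51, at percentile 0.03 of random lists, and that of 4 targets seen earlier was -1.37 (percentile 0). Each of 8 proliferation genes was higher at 0 ng/ml, with a median of 0.93 (percentile 100). These lists do not separate a response to the inhibitor from a difference in cell state. As the FGFRi was applied to 1 culture, its effect also cannot be told apart from a difference between cultures or library preparations.

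Isg15 (chromosome 4, 156199424 to 156200818), Psmb8 (chromosome 17, 34197721 to 34201454) and Rnf213 (chromosome 11, 119393100 to 119487418) increased along the series and were highest at 12 ng/ml FGF2, with 26.8, 24.5 and 73.1 CPM. From the FGFRi to 3 ng/ml, Isg15 stood at 2.05, 3.41, 6.05 and 15.9 CPM, Psmb8 at 1.21, 3.19, 11.6 and 19.6 CPM, and Rnf213 at 7.15, 12.5, 21.3 and 44.1 CPM. Between 0 and 12 ng/ml the rise was 7.85-fold for Isg15 (7.23 to 8.37 over 7 other settings), 7.70-fold for Psmb8 (7.16 to 8.27) and 5.85-fold for Rnf213 (5.77 to 5.97). Psmb8 and Rnf213 overlap genes on the other strand, and reads of such genes were not separated here.

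A larger share of 1 cell state at high doses is argued against as the whole cause for Isg15. In cluster 4 of the clustering without the figure genes, where Isg15 was highest, its level rose 2.26-fold from 0.75 to 12 ng/ml. This does not extend to the other two genes. Psmb8 was also highest in cluster 4, where its level was alike at 0.75 and 12 ng/ml (1.001-fold, interval 0.91 to 1.10). It was lower there at 3 ng/ml, with 79.3 CPM against 101.8 CPM at 0.75 ng/ml and 102.0 CPM at 12 ng/ml. Cluster 4 grew from 0.825% of cells at 0 ng/ml to 7.67% at 0.75 ng/ml and 16.96% at 12 ng/ml, as a larger share of this state would need. Rnf213 was highest in cluster 2, with 1.27-fold from 0.75 to 12 ng/ml (1.18 to 1.36), and this cluster grew from 6.96% of cells at 0 ng/ml to 44.8% at 12 ng/ml. For Rnf213, whose ratio lay below the limit of 1.5, a larger share of cells cannot be told apart from a higher level per cell. With 1 culture per dose, the readings for Isg15 and Psmb8 are limited as well. A few genes taking most of the counts is argued against by the median change of all expressed genes from 0 to 12 ng/ml, which was 0.014. An interferon response stays open, although the 3 genes were not highest in the same cluster. Of 18 interferon-stimulated genes not seen earlier, 9 were detected, 8 of these rose from 0 to 12 ng/ml, and their median log2 change was 0.67 (percentile 100). The immunoproteasome and antigen presentation list moved less, with 4 of 6 detected genes higher, a median of 0.14 (percentile 86.74), and 5 of the 6 highest with the FGFRi. The rise may thus be limited to a part of the interferon-stimulated genes, and with 1 culture per dose a difference between cultures cannot be told apart from an effect of FGF2.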

How the results depend on the processing

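Settings chosen only after seeing the data were leaving out the 5% of cells with the highest Scrublet scores, and taking cells with at most the median UMIs. The results that answer a comparison numbered 53. Under the alternatives set earlier they gave 369 values, of which 266 lay close to the reported value, 2 went from a reported value set apart from no change to the other sign or side of 1, and the others moved further. Close means within the counting interval of the reported value, within 0.05 for a correlation, within 0.1 for the log2 median of a marker list, within 1.5 times for a count of genes or cells, and the same number of clusters. Under the settings added later, 50 of 58 values lay close. For 67 further results, mostly single genes, 370 of 440 values lay close and 70 moved further, and 62 of 67 lay close under the settings added later. Because the intervals cover counting error at deep coverage, small shifts fall outside them. The cause was not tested for any of the values below, except where stated.

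With no filter on cells, 2635 FGFRi barcodes were kept, by construction. The correlation of 0 and 0.75 ng/ml FGF2 changed to 0.00389, and the share difference from 0 to 12 ng/ml to -23.9 points for Cdh1 and 26.9 points for Cdh2. This correlation was 0.0431 without regression and -0.202 over all genes in summed counts, a change of sign, so that its sign is not settled. That of 0.75 and 3 ng/ml was 0.544 over principal components and 0.691 over all genes.

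With at most 5% mitochondrial UMIs, the log2 change from 0 to 12 ng/ml was 1.40 for FGF targets, 2.64 for Fgf ligands and 0.65 for all Hox genes, and the median from FGFRi to 0 ng/ml was 1.73 for presomitic and somitic, -0.066 for intermediate and lateral plate and 1.29 for hemato-endothelial markers. When every cell was given the same weight, the change from 0 to 12 ng/ml was 1.246 for FGF targets, -1.78 for the falling and 0.89 for the rising Wnt ligands, 0.54 for all Hox genes, 2.58 for primitive streak and nascent mesoderm, 0.31 for intermediate and lateral plate and -1.57 for surface ectoderm markers. Under the same setting, the change of all Hox genes from FGFRi to 12 ng/ml was 3.41, and from FGFRi to 0 ng/ml presomitic and somitic markers changed by 1.72 and hemato-endothelial markers by 0.90. With at least 4000 genes, all Hox genes changed by 3.66 from FGFRi to 12 ng/ml and hemato-endothelial markers by 1.18 from FGFRi to 0 ng/ml. TMM scaling gave 0.59 for all Hox genes from 0 to 12 ng/ml. With the highest Scrublet scores left out, the change from 0 to 12 ng/ml was 0.89 for the rising Wnt ligands, 0.57 for all Hox genes, -2.16 for hemato-endothelial and -1.72 for mesenchyme markers, and hemato-endothelial markers changed by 0.95 from FGFRi to 0 ng/ml. Each of these values kept its sign. The median of surface ectoderm markers from FGFRi to 0 ng/ml, which was -0.09, changed to 0.01 at equal weight, by less than its tolerance. The sign of the change of Hoxa7 from 0 to 12 ng/ml depended on the setting, with -0.06 at equal weight for every cell and 0.12 at the mitochondrial limit of 5%, and that of Fgfr3 went from -0.02 to 0.10 at this limit. The reported changes of Hoxa7 and Fgfr3 lay within counting error of 0.

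Wider limits count more genes by construction. At a minimum of 10 CPM, 675 genes differed between FGFRi and 0 ng/ml, 140 between 0 and 0.75 ng/ml, 69 between 0.75 and 3 ng/ml, 7 between 3 and 12 ng/ml and 487 between 0 and 12 ng/ml. At a ratio of 1.5 these counts were 660, 132, 57, 8 and 302.

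Depth limits shares of cells with a UMI. With thinning to 5000 UMIs, the difference from 0 to 12 ng/ml was -16.9 points for Cdh1 and 20.3 points for Cdh2, and with 10000 UMIs it was -24.7 points for Cdh1. Shares of cells with a UMI therefore depend on depth and do not count the cells that express a gene. Without thinning, the co-detection of Fgf and Bmp ligands over expectation was 0.886 at 0 ng/ml, 0.951 at 0.75 ng/ml, 0.963 at 3 ng/ml and 0.957 at 12 ng/ml. With at least 2 UMIs it was 0 with the FGFRi (interval to 6.67, from a reported 1.19 whose interval includes 1; 0.927 with 10000 UMIs and 0.860 with at most the median UMIs), 0.553 at 0.75 ng/ml and 0.552 at 3 ng/ml. Fgf8 and Bmp4 alone gave 0.783 at 0 ng/ml, 0.939 at 3 ng/ml and 1.04 at 12 ng/ml, the last a change to the other side of 1 with an interval that includes 1.

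The number of clusters was 8 at resolution 0.5, 7 with 40 components and 10 neighbors, and 6 with random seeds 1, 3, 4 and 5, without regression, with doublets removed, with the highest Scrublet scores left out, without the figure genes, and in the 4 libraries without FGFRi. A higher resolution gives more and smaller clusters by construction.

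The share of a library in its own largest cluster moved with these settings. For FGFRi-treated cells it was 93.8% at resolution 0.2, 74.3% at resolution 0.5, 92.6%, 92.5% and 92.5% with random seeds 2, 3 and 4, 92.6% with the 2000 most variable genes, 92.2% without regression and 86.7% without genes differing 2-fold between libraries. At 0 ng/ml it was 50.5% at resolution 0.2, 24.1% at resolution 0.5, 25.4% with 40 components and 10 neighbors, 36.4%, 38.7%, 36.7%, 36.9% and 35.3% with random seeds 1 to 5, 37.8% with the 2000 most variable genes, 37.9% without regression, 50.8% with the highest Scrublet scores left out and 33.4% without genes differing 2-fold. At 0.75 ng/ml it was 38.5% at resolution 0.2, 29.5% at resolution 0.5, 28.6% with 40 components and 10 neighbors, 37.9%, 39.2%, 33.2%, 31.6% and 36.1% with random seeds 1 to 5, 37.8% with the 2000 most variable genes, 33.8% without regression, 41.2% without genes differing 2-fold and 38.6% in the 4 libraries without FGFRi. At 3 ng/ml it was 30.1% at resolution 0.5, 31.9% with 40 components and 10 neighbors, 30.5%, 30.7%, 31.3% and 29.5% with random seeds 1, 3, 4 and 5, 31.6% without regression, 31.0% with doublets removed, 35.1% with the highest Scrublet scores left out, 53.9% without genes differing 2-fold, 33.0% without the figure genes and 29.4% in the 4 libraries without FGFRi. At 12 ng/ml the value outside the interval was 58.0%, without genes differing 2-fold. The FGFRi library had the highest share in its largest cluster under each of the settings that included it.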

Differences from the paper's values

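Leaving out the 5% of cells with the highest Scrublet scores was chosen only after seeing the data. The number of clusters was 5, against the paper's 8. Among the alternatives set before the data were examined, resolution 0.5 gave the paper's number with 8 clusters, 40 components with 10 neighbors gave 7, and 6 clusters were found with random seeds 1, 3, 4 and 5, without regression, with doublets removed, without the figure genes and in the 4 libraries without the FGFRi, each within 1.5 times the paper's number. Resolution 0.2, random seed 2, the 2000 most variable genes and the clustering without genes differing 2-fold between libraries gave 5 clusters and left the gap open. Leaving out the highest Scrublet scores, which was chosen after seeing the data, gave 6.

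The largest share of FGFRi-treated cells in a cluster was 90.2%, against the paper's value of about 43% in Fig. 3F, read by eye. It lay between 74.3% and 93.8% under the other settings, and none of the alternatives set before the data were examined closed the gap.

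For the correlation of the mean values of libraries, the paper's values were read by eye from Fig. 3B. FGFRi and 0 ng/ml FGF2 correlated at 0.471, against the paper's about 0.46 in Fig. 3B. FGFRi and 0.75 ng/ml gave -0.695 against the paper's about -0.74 in Fig. 3B, FGFRi and 3 ng/ml gave -0.929 against the paper's about -0.94 in Fig. 3B, and FGFRi and 12 ng/ml gave -0.778 against the paper's about -0.80 in Fig. 3B. The value for 0 and 3 ng/ml was -0.720 against the paper's about -0.70 in Fig. 3B, that for 0.75 and 3 ng/ml was 0.484 against the paper's about 0.55 in Fig. 3B, that for 0.75 and 12 ng/ml was 0.114 against the paper's about 0.19 in Fig. 3B, and that for 3 and 12 ng/ml was 0.866 against the paper's about 0.89 in Fig. 3B. Of the alternatives set before the data were examined, correlation over principal components gave 0.4605 for FGFRi and 0 ng/ml, -0.943 for FGFRi and 3 ng/ml, -0.797 for FGFRi and 12 ng/ml and 0.886 for 3 and 12 ng/ml, which round to the values read from the figure. Correlation over all genes in summed counts gave -0.945 for FGFRi and 3 ng/ml, also within reading precision. Leaving out the highest Scrublet scores, chosen after seeing the data, gave 0.461 for FGFRi and 0 ng/ml. None of the alternatives set before the data were examined closed the gap for FGFRi and 0.75 ng/ml, 0 and 3 ng/ml, 0.75 and 3 ng/ml, or 0.75 and 12 ng/ml, for which principal components came to -0.731, -0.706, 0.544 and 0.184. Over the 10 pairs, 2 values rounded to the paper's under the reported setting, with a largest difference of 0.0756, and 6 did over principal components, with a largest difference of 0.00871. The signs were the same for all 10 pairs under the reported setting.

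Beyond these values, the paper places the strongest difference between neighboring conditions at the step from 0 to 0.75 ng/ml. By correlation of centered values it lay there too, with a distance of 0.889, against 0.529 for FGFRi and 0 ng/ml. By the rule of size it did not, with 46 genes at this step and 212 at the step from FGFRi to 0 ng/ml. Without centering, the correlation was lower for FGFRi and 0 ng/ml (0.937) than for 0 and 0.75 ng/ml (0.982). The paper states that Hoxd4 peaked at 3 ng/ml, and its level here was 66.8 CPM at 3 ng/ml and 68.6 CPM at 12 ng/ml, with overlapping intervals. The paper describes Fgf and Bmp ligand genes as excluding each other in single cells. At 12 ng/ml, 10.9% of cells had UMIs of both after thinning, which was 0.852 times the share expected from independence. This count includes Bmp1, and Fgf8 with Bmp4 alone gave 1.04 (interval 0.888 to 1.20).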

Other observations

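In this part, the tests on Bmp ligand UMIs in cluster 4, on BMP target genes and on Wnt target genes were chosen only after the results were seen, as were the settings with at most the median UMIs and without the highest Scrublet scores.

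The FGFRi and 0 ng/ml FGF2 libraries differed in more genes than those with 0 and 0.75 ng/ml (212 against 46), but had the higher correlation (0.471 against 0.111). The centering of each gene on its mean over all libraries is a candidate explanation. Over the summed log2 levels of 8761 genes with centering, FGFRi and 0 ng/ml correlated at 0.514, and 0 and 0.75 ng/ml at -0.202. Without centering, the same levels gave the opposite order, with 0.937 for FGFRi and 0 ng/ml and 0.982 for 0 and 0.75 ng/ml. Over the highly variable genes, the values without centering were 0.795 and 0.935. No biological explanation was tested.

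Fgf and Bmp ligand UMIs were found in the same cells less often than expected from independence in the 4 libraries without the FGFRi. Doublets cannot be told apart from joint expression as the source of the shared cells. Cells with at most the median number of UMIs, which should hold fewer doublets, gave a ratio of 0.844 at 12 ng/ml (interval 0.705 to 0.999), against 0.852 for all cells (0.756 to 0.954), and 0.765 against 0.824 at 0.75 ng/ml, but 0.654 against 0.592 at 0 ng/ml and 0.833 against 0.821 at 3 ng/ml. With the highest Scrublet scores left out the ratio was lower in each library, with 0.842 at 12 ng/ml (0.743 to 0.949), and all these intervals overlap. Free RNA in droplets cannot be told apart from joint expression at the level of whole libraries. With at least 2 UMIs of each family the ratio was 0.553 at 0.75 ng/ml (interval 0.347 to 0.835), against 0.824 with 1 UMI, and these intervals overlap. It was 0.650 at 0 ng/ml (0.297 to 1.23) and 0.796 at 12 ng/ml (0.573 to 1.08), with intervals that include 1. Free RNA alone would leave Bmp ligand UMIs at a like share in each cluster of a library. In cluster 4 at 12 ng/ml, which had the highest Fgf ligand level, 31.9% of cells had a Bmp ligand UMI, against 41.6% in cluster 0, 16.1% in cluster 1 and 13.4% in cluster 2. Free RNA alone is thus argued against in this cluster, while doublets and joint transcription both stay open.

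Since Bmp ligand genes decreased with FGF2 while BMP4 was added at 1 dose, 8 BMP target genes were compared between 0 and 12 ng/ml, all of them detected. Their median log2 change was -0.54 (percentile 0.04 of random lists), and 7 were lower at 12 ng/ml. The changes were -1.67 for Id4, -1.29 for Msx2, -1.04 for Id2, -0.86 for Smad7, -0.26 for Smad6, -0.20 for Id3 and -0.02 for Msx1, the last within counting error. Id1 rose by 0.13 (interval 0.10 to 0.17). With genes chosen after values were seen and 1 culture per dose, an effect of the lower Bmp ligand levels on these targets cannot be told apart from a difference between cultures. From FGFRi to 0 ng/ml the median was 0.33 (percentile 97.35), the opposite direction to that of the Bmp ligand genes, which declined over this step.

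The Wnt pathway was activated by Chi at 1 dose in all libraries. Of 8 Wnt target genes, all detected, 5 were higher at 12 than at 0 ng/ml and 3 were lower, with a median log2 change of 0.22 (percentile 98.0). The changes were 1.53 for Sp5, 1.08 for Lef1, 0.62 for Nkd1, 0.42 for Tcf7, 0.03 for Axin2, -0.11 for Notum, -0.26 for Znrf3 and -0.30 for Rnf43. The interval for Rnf43 was -0.48 to -0.12. For the same reasons, a rise of Wnt targets with FGF2 cannot be told apart from a difference between cultures. Which signal moves the single genes was not tested.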
